# Drug-selected population in melanoma A2058 cells as melanoma stem-like cells retained angiogenic features – the potential roles of heparan-sulfate binding ANGPTL4 protein

**DOI:** 10.18632/aging.103890

**Published:** 2020-11-10

**Authors:** Chia-Yu Shih, Yu-Che Cheng, ChiaoHui Hsieh, TingTing Tseng, ShihSheng Jiang, Shao-Chen Lee

**Keywords:** drug resistance, melanoma stem-like cells, angiopoietin-like 4 protein

## Abstract

Malignant cancer may contain highly heterogeneous populations of cells, including stem-like cells which were resistant to chemotherapy agents, radiation, mechanical stress, and immune surveillance. The characterization of these specific subpopulations might be critical to develop novel strategy to remove malignant tumors.

We selected and enriched small population of human melanoma A2058 cells by repetitive selection cycles (selection, restoration, and amplification). These subpopulation of melanoma cells persisted the characteristics of slower cell proliferation, enhanced drug-resistance, elevated percentage of side population as analyzed by Hoechst33342 exclusion, *in vitro* sphere formation, and *in vivo* xenograft tumor formation by small amount of tumor cells. The selected populations would be melanoma stem-like cells with high expression of stem cell markers and altered kinase activation. Microarray and bioinformatics analysis highlighted the high expression of angiopoietin-like 4 protein in drug-selected melanoma stem-like cells. Further validation by specific shRNA demonstrated the role of angiopoietin-like 4 protein in drug-selected subpopulation associated with enhanced drug-resistance, sphere formation, reduced kinase activation, *in vitro* tube-forming ability correlated with heparan-sulfate proteoglycans.

Our finding would be applicable to explore the mechanism of melanoma stemness and use angiopoietin-like 4 as potential biomarkers to identify melanoma stem-like cells.

## INTRODUCTION

Melanoma is the highly aggressive skin cancer with high morbidity, high mortality, and poor prognosis. Surgical removal of melanoma *in situ* is the major management [1], while it is difficult to remove completely once re-occurrence with distant metastasis may happen [2]. Cancer cells are highly gene-mutated, heterogeneous, and more-resistant to chemicals, mechanical stress, and immune surveillance. Tumor heterogeneity arises from subpopulations of tumor cells with distinct molecular and biological phenotypes. Different subpopulations would be intrinsically generated by differentiation of cancer stem cells (CSCs) [3, 4] or acquired selection of mutation upon drug treatments [5, 6].

CSCs were recognized as tumor-initiating cells with the characteristics of self-renewal, cell quiescence, and drug resistance, by which derived by altered gene expression, altered cell signaling, or change in epithelial-mesenchymal programming [7–10]. Clinical elimination of bulk tumor might relief tumor malignancy in short term but may relapse after long-term period. Many literatures suggested varieties of specific markers identified in melanoma cells to explain their cancer stemness, drug-resistance, and malignancy [7, 8, 11]. Since cancer therapies are to remove sensitive tumor cells while resistant cells remained survived, whether drug-selected subpopulation were presented as cancer stem-like cells remained of debut.

In this paper, we selected drug-resistant population from melanoma cell lines by repeated cycles of treatments, and compared their phenotypes and genotypes with parental cells. We identified several melanoma- stem-like markers were identified as well one new potential target, angiopoietin-like protein4 (ANGPTL4), was highly expressed in drug-selected subpopulation. Suppression of ANGPTL4 expression by specific shRNA further validated its roles in several cellular activities and phenotypes. This strategy and analysis of these drug-selected subpopulations would be useful to discover new diagnostic markers or targeting mechanisms.

## RESULTS

### Selection and characterization of drug-selected subpopulation in melanoma cells

We cultured different melanoma cells under detachment-impaired dishes, which enabled suspension culture and cell sphere formation. As seen in Figure 1A, most of the suspended melanoma cells formed irregular aggregates except Hs695t cells. For melanoma A375 cells, suspended cells accumulated but cell boundary remained distinguishable. Melanoma A2058 cells could partially form larger cell spheres, which implied the presence of cancer stem-like cells. It was known that stem-like subpopulation of tumor cells would be drug-resistant [12–14], so that we tried to enrich them by drug selection.

**Figure 1:**
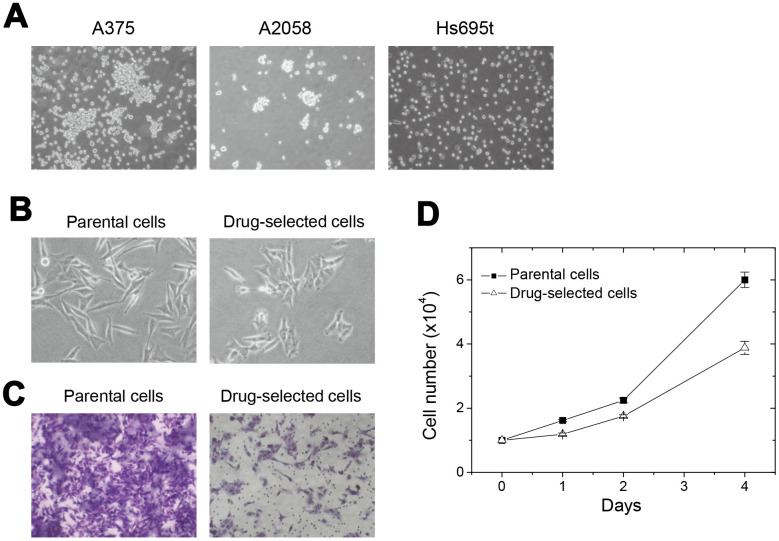
**Selected drug-resistant cells from melanoma A2058 cells showed reduced cell invasiveness and cell proliferation.** (**A**) appearance of cell aggregates or cell spheres under detachment-impaired suspension cultures of different melanoma cells. (**B**) Difference in the phenotypes of elongated parental and pyramid-shaped drug-selected cells. (**C**) Comparison of transwell cell migration ability between parental and drug-selected cells show low cell invasiveness in drug-selected cells. (**D**) cell proliferation was slower in drug-selected cells than in parental cells.

We treated melanoma A2058 cells using either one of different therapeutic agents with partial response in clinical trials. Sorafenib is the multikinase inhibitor that had been used to inhibit tumor cell proliferation. Sorafenib has been evaluated as a single therapy agent as well in combination with various chemotherapeutical drugs in several clinical trials [15, 16]. Carmustine is one of alkylation agents to interfere DNA replication and RNA transcription. It had been included as one component in Dartmouth regimen (carmustine, cisplatin, dacarbazine, and tamoxifen) in melanoma therapies [17–19]. Upon treatment with 20 μM sorafenib for 3 days, the cell proliferation was reduced as observed in significantly low cell numbers. Treatment with 20 μM carmustine resulted in significant cell death as seen with detached cells. Further suspension culture of A2058 cells after sorafenib treatment didn’t exhibit the characteristic cell spheres, while those after carmustine treatment retained the formation of cell sphere (data not shown).

To enrich these drug-selected subpopulation of melanoma A2058 cells, we sequentially and repeatedly selected by several cycles of carmustine treatments. Repeated cycles of selection, restoration, and cell amplification were done for several months, and the concentrations of carmustine used for selection were gradually increased from 20 μM to 100 μM. The drug-selected cells were less elongated (Figure 1B) and the invasion ability were largely-reduced than parental cells (Figure 1C). It suggested that these drug-selected cells were low-invasive. As seen in Figure 1D, drug-selected cells proliferated slower comparing with parental melanoma cells. Slower proliferation and less invasive ability might suggest the drug-selected subpopulations were less-malignant in cell studies. Since we suspected the selected subpopulation was melanoma-stem like cells, further characterization at the ability of sphere formation, content of side population, and xenograft tumor formation were performed.

*In vitro* sphere formation was used to demonstrate the activity of cancer stem cells. As seen in Figure 2A, suspension culture of parental cells mostly generated cell aggregates but those of drug-selected cells produced cell spheres. We had developed one novel approach, “spherocrit assay”, to quantify the level of sphere formation [20]. The number and the size of cell spheres both reflected their sphere forming abilities. Rigid and compacted spheres were collected into microcapillary tubes. The length of sphere column reflected the sphere forming ability. As seen in Figure 2A, drug-selected cells had longer sphere columns than parental cells did. Comparing the sphere column length generated from drug-selected cells after selection by 5, 6, or 7 cycles, they all had similar sphere-forming ability and were higher than that of parental A2058 cells (Figure 2B). This indicated that the period of long-term and repeated selection for 5 months was sufficient to enrich melanoma stem-like cells.

**Figure 2:**
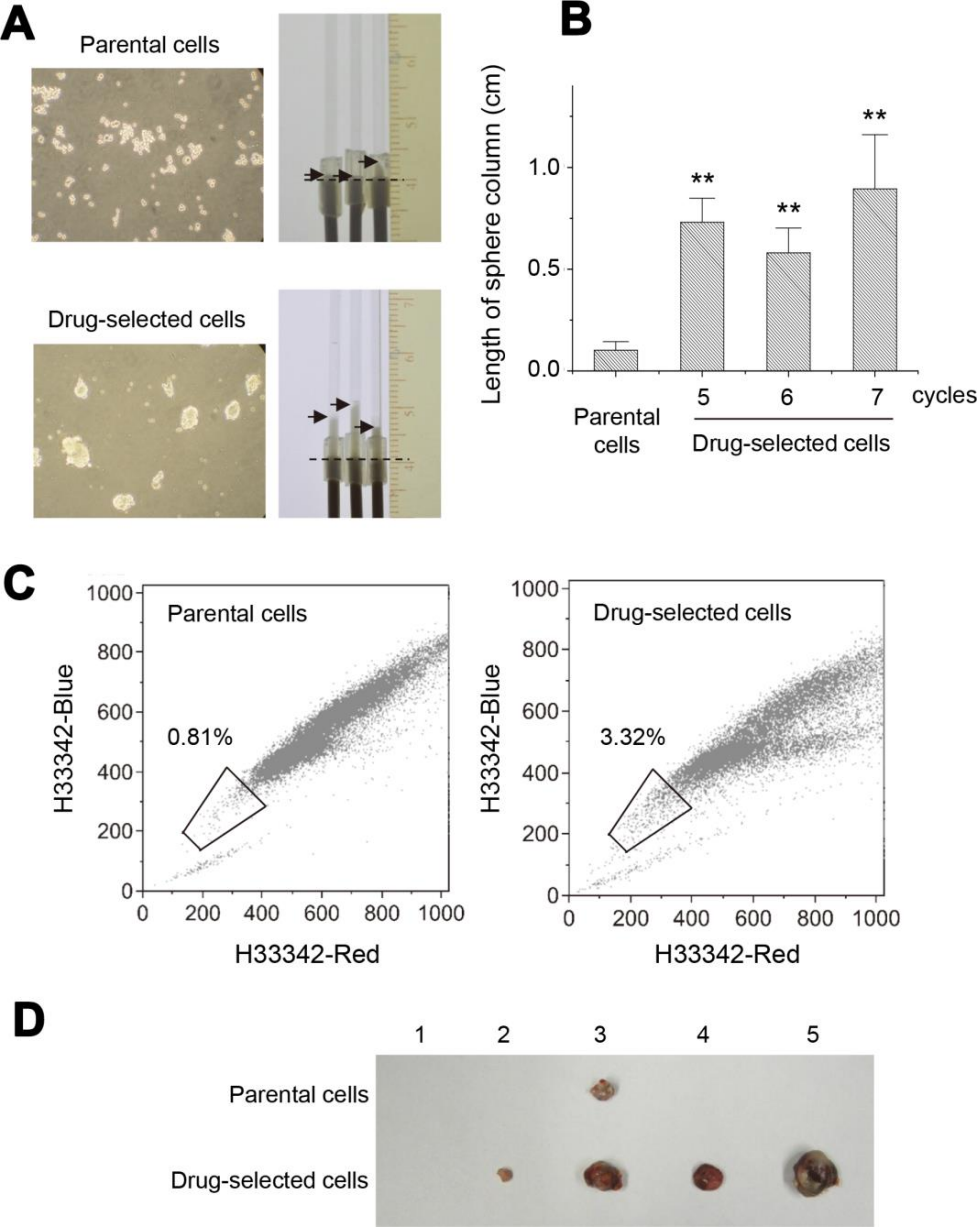
**Drug-selected melanoma cells persisted the characteristics of melanoma-stem like cells.** (**A**) cell sphere forming assay under suspension culture for 2 weeks. Cell spheres were formed by drug-selected cells, while parental cells formed mostly cell aggregates. Spherocrit assay showed longer sphere length in capillary tube by cell spheres from drug-selected cells. (**B**) Quantification of sphere lengths from drug-selected cells through different selection cycles. (**C**) Side population analysis of parental and drug-selected cells showed more percentage of side population cells as determined by low dual fluorescence of hoechst33342-red and hoechst33342-blue. (**D**) Animal experiments of subcutaneous tumor formation showed larger tumors derived from drug-selected cells.

Next, cell fractions of side population were analyzed by Hoechst33342-exclusion assay on flow cytometer (Figure 2C). The content of side population in drug-selected cells was 3.32 % comparing with 0.81% in parental melanoma cells, which reinforced the enrichment of cancer-stem like cells after repeated selections. In addition, critical feature of cancer stem cells was the ability to form tumors by small number of cells. We performed xenograft tumor formation experiments in nude mice by inoculation of 2 x 10^3^ cells subcutaneously. As shown in Figure 2D, 4 out of 5 mice developed subcutaneous tumors within 3 months, and drug-selected cells generated larger tumors than parental cells did. Those data indicated this drug-selected subpopulation of melanoma cells were potential melanoma stem-like cells, which had features of slower proliferation, less cell invasion, higher sphere-forming ability, more side population cells, and higher tumor malignancy *in vivo*.

### Melanoma-stem marker expression and altered protein phosphorylation in drug-selected melanoma cells

We also analyzed the expression of known melanoma-stem markers and potential signaling pathways. As seen in Figure 3, expression levels of several melanoma stem cell markers (*NGFR, NES, ABCB5, BMI1, CXCR6, CD13, CD90, CD133, CD44, ABCG2, EpCAM*, and *CD20* [21–25]) were analyzed in parental or drug-selected cells. Of them, mRNA expression levels of some markers were higher but other markers were lower in drug-selected subpopulations than in those of parental cells as determined by qPCR. Further evaluation by western blot analysis also confirmed the increased expression of CD13, CD24, Ki67, and Sox2, but decreased CD133, ALCAM, and c-myc in drug-selected subpopulation (Figure 3). This suggested the melanoma stem-like characteristics in drug-selected cells as CD13^+^CD24^+^.

**Figure 3:**
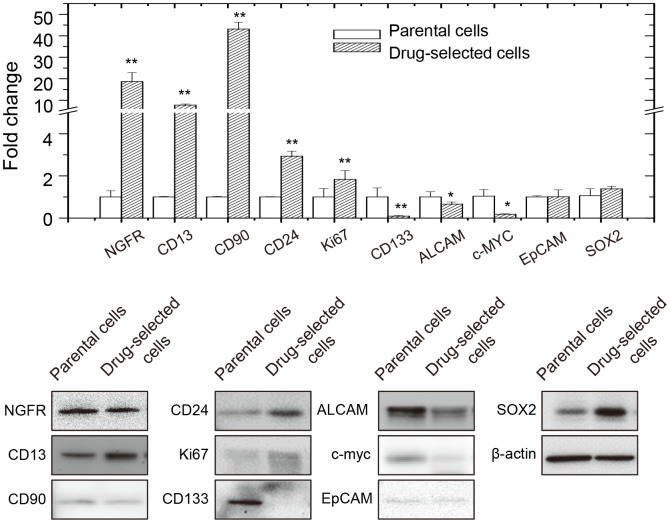
**Expression of melanoma-stem markers in parental or drug-selected cells as analyzed by qPCR and western blot.**

In addition, we analyzed the pathway activations for different receptor tyrosine kinases using antibody array. As seen in Figure 4A, the levels of several kinase phosphorylation were different between parental and drug-selected cells according to the dot intensities shown on the blot membranes. Of them, the phosphorylation of Akt-Thr308, Akt-Ser473, Erk1/2, S6 kinase, and Src were less in drug-selected cells. Only the phosphorylation of fibroblast growth factor receptor 3 (FGFR3) was higher in drug-selected cells.

**Figure 4:**
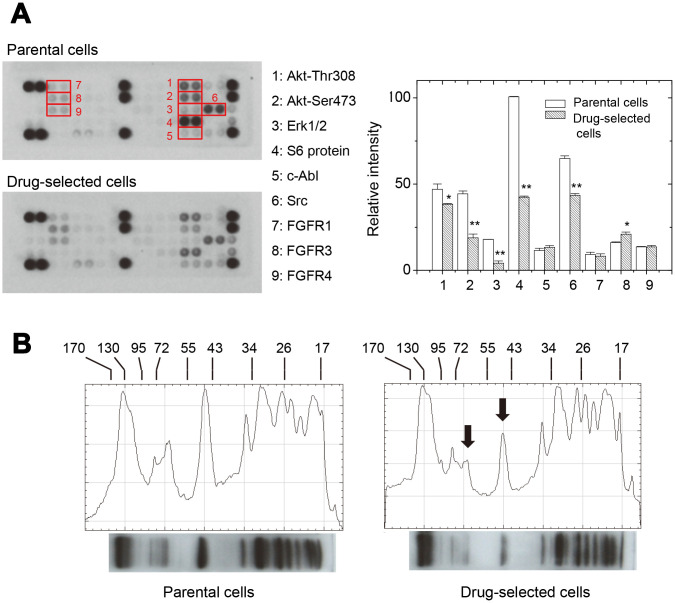
**Drug-selected melanoma cells had lower levels of kinase activation than parental cells.** (**A**) phosphor-kinase antibody array showed differential levels of different phosphor-proteins in parental or drug-selected cells. The quantification of blot intensities were shown (n=2; data were mean ±SD; *, *p* < 0.05.). (**B**) Western blot analysis of phosphor-tyrosine proteins in parental or drug-selected cells. Significantly lower levels of phosphor-proteins in drug-selected cells were indicated by arrows. Line-histograms were generated by Image J.

The expression patterns of phosphor-tyrosine proteins were also compared by western blot. As seen in Figure 4B, the significant decreases in peak heights for drug- selected cells were seen at those around 44 and 60 kDa (indcaited by arrows). The peak at 44kDa corresponded to the phosphor-ERK (42/44 kDa). The peak at 60 kDa corresponded to the phosphoAkt (60kDa) or phosphor-Src (60kDa). These were consistant with the results from antibody array experiments (Figure 4A). The decrease in phospho-S6kinase (70/85 kDa) and increase in phospho-FGFR3 (125~165 kDa) were not significantly observed.

### Molecular profiling of drug-selected melanoma cells showed high expression of ANGPTL4

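Gene expression was measured on Illumina bead arrays, on which each of 47323 probes is a short sequence carried by many beads. A2058 is an established human melanoma cell line. The drug-selected cells are A2058 cells that survived repeated cycles of carmustine, a chemotherapeutic agent that alkylates and crosslinks DNA. The paper describes 5 to 7 cycles with carmustine raised from 20 to 100 uM, and the sample labels give 100 uM for 6 months. There was 1 array of parental cells and 1 array of drug-selected cells, so no difference between them has a replicate check, no p-value can be given, and the number of arrays limits the precision. Higher and lower are used here for a fold above 2 or under 0.5, the thresholds of the paper's methods. The authors deposited the average signal of each probe before normalization, with a detection p-value against the negative control beads of the same array, and a second table of normalized signals. The drug-selected array was the brighter of the pair. Its median signal was 63.1 against 52.5 on the parental array, and its background level was 53.2 against 44.9. Probes were detected at a p under 0.05 for 45.6% of the drug-selected array and 42.5% of the parental array. The signals were corrected for background by the normexp method with an offset of 16, quantile normalized between the arrays and set on the log2 scale. Background correction and normalization set the fold of dim probes, and the normalization sets the balance of higher and lower probes. The paper's methods name a background subtraction and refer to normalized data without naming the method. A gene was represented by its detected probe with the highest mean log2 signal. Where a probe was not well above background on 1 array, the fold is given as a lower bound, with the dim side set to the higher of its own signal and the lowest signal among detected probes of that array. Counts of higher and lower members use the normalized signals without such bounds. Gene lists were fixed before the data were examined. Some hold genes that the paper had already picked on these arrays, such as ANGPTL4 and IL8, so their percentiles are not independent of that choice. The median log2 difference of a list is given with its percentile among 10000 random lists of the same size and similar signal. It is a description of these 2 arrays.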

In order to evaluate the mechanism why drug-selected cells were more malignant but the cell proliferation/cell invasion ability was less malignant, the gene expression profiling in parental and drug-selected melanoma cells were done using cDNA IlluminaBbeAdarray. Within all the 47,323 probes, there were 2,948 targets (2,445 targets upregulated; 503 targets downregulated) got changed with statistical significance. 

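The largest differences included lower levels of several genes for melanin synthesis and transport and higher levels of CT45 cancer-testis genes, groups named here after their values were seen. Of the genes detected on both arrays, TYR, which encodes tyrosinase, the first enzyme of melanin synthesis, had the largest difference and was 303-fold lower in drug-selected cells, where its signal was close to background (detection p-value 0.0208). Over the alternative settings its log2 difference ranged from -9.345 to -7.157. MLPH, which links melanosomes to their motor, was 29.0-fold lower, and the melanocyte antigen MLANA was 27.7-fold lower. ARMCX2 was 29.7-fold lower, LXN 19.0-fold, BCHE, which encodes butyrylcholinesterase, 18.4-fold, PRDM7 16.4-fold, the carbonic anhydrase CA14 16.0-fold and LONRF1 14.2-fold lower. In the other direction, CT45A3 was 80.9-fold and CT45A5 32.1-fold higher, and these near-identical copies may bind each other's probes. S100A4, a calcium-binding protein linked to cell motility, was 61.7-fold higher, and the secreted glycoprotein STC1 was 41.8-fold higher. RTN1 was 38.6-fold higher, with 2 of its 3 probes past 2-fold, the small GTPase RAC2 37.7-fold and the crosslinking enzyme TGM2 29.4-fold higher. Some genes were not well above background on the parental array. Among these, EPDR1 was at least 94.0-fold, MAGEC2 at least 89.2-fold, CT45A1 at least 58.2-fold, the homeobox gene MSX1 at least 56.9-fold and the embryonic globin HBE1 at least 31.0-fold higher. Among those not well above background on the drug-selected array, TMEM98 was at least 81.1-fold, OCA2 at least 55.8-fold, CST2 at least 26.1-fold, SLC45A2 at least 24.4-fold and ECHDC2 at least 15.5-fold lower. OCA2 and SLC45A2 encode melanosome transporters. Such bounds move with the processing. Over the alternative settings the log2 value of MAGEC2 ranged from 3.616 to 7.588 and that of SLC45A2 from -4.725 to -3.021.

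Over all probes, 23307 were detected on at least 1 array, 1362 were higher and 1181 were lower. At 1 probe per gene, 914 of 12832 detected genes were higher and 749 were lower. Among genes with at least 2 probes detected on both arrays, the brighter probe passed 2-fold in 313, and the second probe differed in the same direction in 97.4% of these and passed 2-fold on the same side in 192. The balance between the directions followed the normalization, and 53.6% of the probes past 2-fold were higher after quantile normalization. With no normalization between the arrays, which left the median of the detected probes 0.35 higher on the log2 scale, 2842 probes were higher and 528 lower, so that 84.3% were higher. With scaling to the 75th percentile, 1619 were higher and 900 lower, so that 64.3% were higher. With scaling to the median, 1258 were higher and 1308 lower, and among probes detected on both arrays, after quantile normalization, 876 were higher and 1010 lower.

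**Figure D1:**
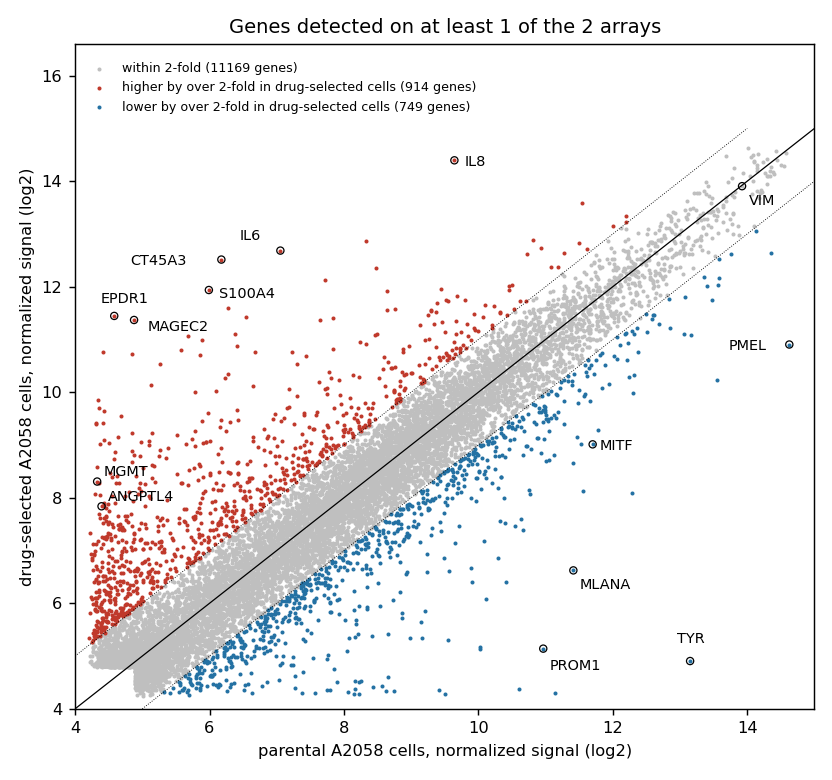
Normalized signal of each detected gene in parental cells (x axis, log2) and in drug-selected cells (y axis, log2), 1 point per gene from 1 array each. Dotted lines mark 2-fold. The 914 higher genes lie above the upper dotted line and the 749 lower genes, TYR and MLANA among them, below the lower one.

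**Figure D2:**
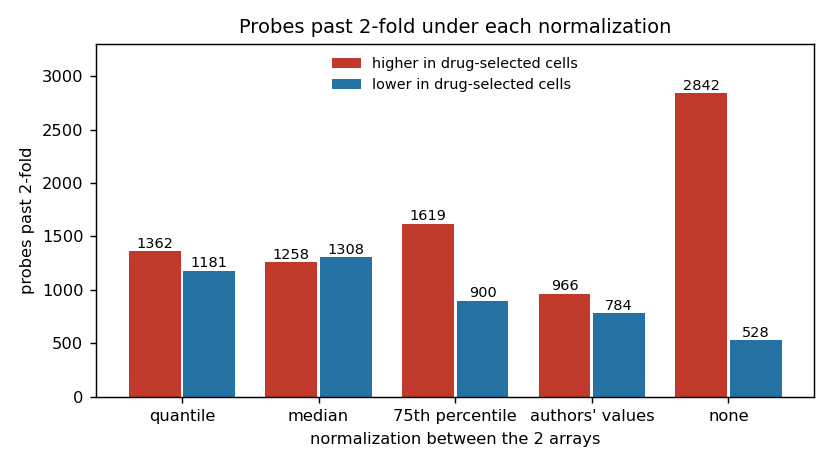
Number of probes higher (red) and lower (blue) by over 2-fold in drug-selected cells (y axis) under each normalization between the 2 arrays (x axis). The counts are 1362 and 1181 after quantile normalization and 2842 and 528 with none.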

The microarray results were deposited at Gene Expression Omnibus with accession number GSE135689. These targets were analyzed by DAVID (Database for Annotation, Visualization and Integrated Discovery) v6.7 for functional gene clustering in different gene ontologies (biological process, cellular component, and molecular function). The biological processes perturbed by selection of drug-resistance were associated with angiogenesis, cell migration, survival, cell adhesion, which account for tumor malignancy. 

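Angiogenesis genes were shifted toward the drug-selected cells as a group. The medians of migration, survival and adhesion genes lay inside the range of percentiles from 2.5 to 97.5. A median shows a shared direction. It does not measure how many genes changed in either direction, and the paper clustered genes changed in both. Of all 12832 detected genes, 914 were higher and 749 were lower. The share past 2-fold was larger in the migration, survival and adhesion lists than over all genes, which was not tested. Of 37 detected angiogenesis genes, 14 were higher and 2 were lower, with a median log2 difference of 0.79 (percentile 100). The list mixes promoters and inhibitors of angiogenesis, so its shift does not tell whether angiogenic activity rises. The inhibitor THBS1 was 6.13-fold higher, and VEGFA and VEGFB stayed within 2-fold. PLAU, which encodes the protease urokinase, was at least 15.6-fold higher, and NRP1, a co-receptor for vascular endothelial growth factors, was 11.5-fold higher by its brighter probe and within 2-fold by the other. The lower genes were TIMP3, an inhibitor of matrix metalloproteinases, which was 5.70-fold lower, and the membrane-bound metalloproteinase MMP14, which was 2.83-fold lower. Of 4 detected endothelial markers, 2 were higher, the receptor TEK by at least 5.74-fold and PECAM1 by 2.41-fold, with a median of 0.92 (percentile 98.3) that was 0.80 with such bounds. In 2 of 9 alternative settings this percentile lay under 97.5, and the median, relative to that of all genes, ranged from 0.506 to 1.632 over the 9. Of 31 detected migration genes, 9 were higher and 1, MMP14, was lower, with a median of 0.18 (percentile 96.1). MMP14 and PECAM1 were within 2-fold with a normexp offset of 50, with no normexp and in the authors' normalized values.

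Of 26 detected regulators of survival and apoptosis, 3 were higher and 4 were lower, with a median of 0.00 (percentile 58.8) and a mean of -0.01. The higher genes were the death receptor TNFRSF10A by 3.39-fold, the pro-apoptotic BID by 2.81-fold and the inhibitor of apoptosis BIRC5 by 2.03-fold in 1 of its 2 detected probes. Among the lower genes, BCL2A1 was 2.91-fold, BMF 2.44-fold and BCL2 2.28-fold lower, by 2 of 3 detected probes for BMF and by 1 of 3 for BCL2. BCL2A1 and BCL2 inhibit apoptosis and BMF promotes it. BCL2A1, BMF, BCL2 and BIRC5 were within 2-fold with a normexp offset of 50, with no normexp and in the authors' normalized values. Of 27 detected integrins and cadherins, 4 were higher and 2 were lower, with a median of 0.02 (percentile 54.7). CDH12 was at least 4.72-fold, ITGA1 3.53-fold and ITGB4 at least 3.30-fold higher, while ITGA9 was 9.36-fold and ITGB8 2.29-fold lower. The paper states that these processes account for tumor malignancy.

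**Figure D3:**
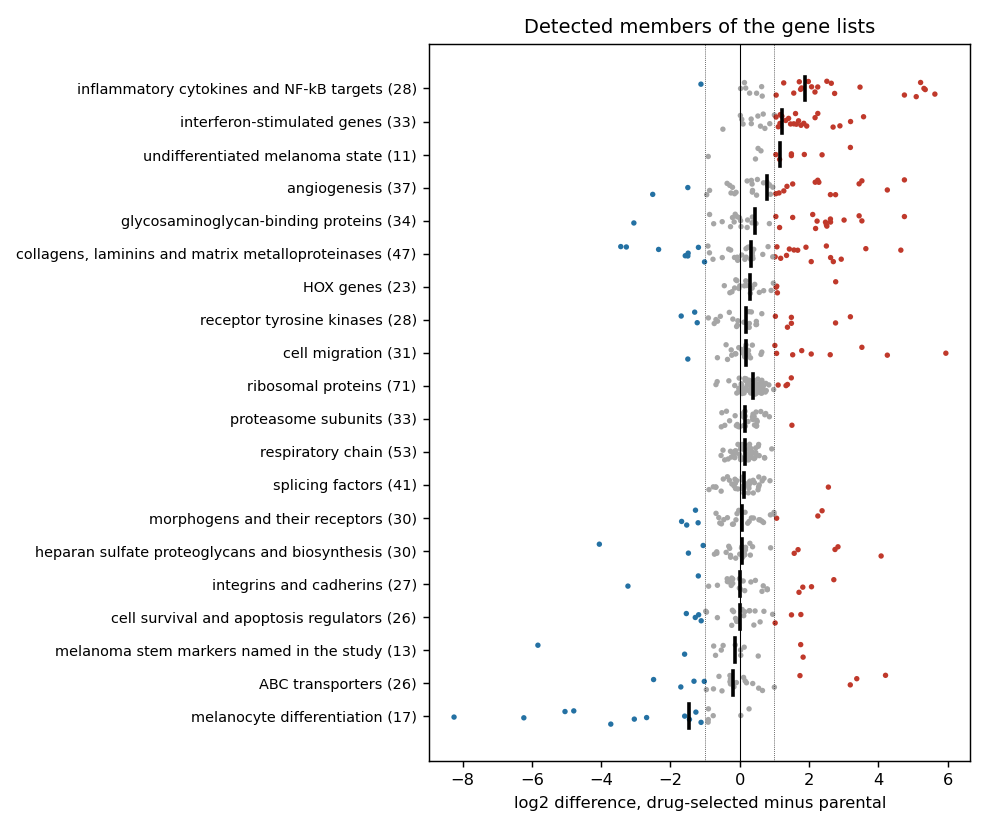
Log2 difference between drug-selected and parental cells (x axis) of each detected member of 20 gene lists (rows, with the number of detected members). Each point is 1 gene, red above 2-fold and blue below, dotted lines mark 2-fold and black bars mark the list medians. The medians run from -1.45 for melanocyte differentiation to 1.88 for inflammatory cytokines and NF-kB targets.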

Stimulus responding, inflammation, and morphogenesis might associate with the feature of cancer stemness. In addition, almost all the changed genes were located at extracellular or plasma membrane regions, which explained the aforementioned change in biological processes. 

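Inflammatory genes and interferon-stimulated genes were higher in drug-selected cells as groups. Of 28 detected cytokines and NF-kB targets, 20 were higher and 1 was lower, with a median log2 difference of 1.88 (percentile 100). The cytokine IL6 was 49.5-fold higher, the neutrophil chemokine CXCL2 39.8-fold, IL1B 34.1-fold and IL1A at least 28.1-fold higher. IL24 was 2.17-fold lower. Of 4 detected leukocyte markers, 2 were higher, the lipopolysaccharide co-receptor CD14 by 10.4-fold and LYZ by at least 1.90-fold in 1 of 2 probes, with a median of 0.57 (percentile 96.4). All 33 interferon-stimulated genes of the list that have a named probe were detected, and 21 were higher and none lower, with a median of 1.21 (percentile 100) that was 1.17 with genes not well above background at their bound. IFITM1, which restricts virus entry, was 9.17-fold higher and MX1, an antiviral GTPase, was 7.41-fold higher.

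Genes of morphogenesis went in both directions. Of 30 detected morphogens and their receptors, 3 were higher and 4 were lower, with a median of 0.06 (percentile 70.8). NOTCH3 was 4.77-fold, WNT5A at least 3.35-fold and BMP8B 2.09-fold higher. FZD7, a Wnt receptor, was 3.20-fold lower by 1 of 2 probes, BMP6 was 2.89-fold lower and NOTCH2 2.43-fold lower. Of 23 detected HOX genes, which set position along the body axis, 4 were higher and none was lower, among them HOXB8 by 6.81-fold, HOXD11 by 2.12-fold and HOXB2 by 2.10-fold. The HOX median was 0.31 (percentile 97.9), and in 7 of 10 alternative settings its percentile lay under 97.5, with the median, relative to that of all genes, from 0.167 to 0.407 over the 10.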

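Genes of the extracellular matrix differed in both directions. Genes of the ribosome, proteasome, respiratory chain and spliceosome, all inside the cell, seldom passed 2-fold. These lists were chosen by function and do not test where the changed genes act. Other genes that act inside the cell differed strongly, among them RAC2, 37.7-fold higher, and MLPH, 29-fold lower. Of 47 detected collagens, laminins and matrix metalloproteinases, 15 were higher and 8 were lower, with a median log2 difference of 0.31 (percentile 99.9) that was 0.23 with genes not well above background at their bound and ranged, relative to that of all genes, from 0.184 to 0.393 over 10 alternative settings. The basement membrane collagen COL4A6 was at least 17.6-fold, COL8A1 12.5-fold and COL12A1 7.61-fold higher, the last by 1 of its 2 probes. The collagenase MMP8 was at least 7.97-fold, COL9A1 at least 6.84-fold and COL15A1 5.07-fold lower. Markers of fibroblasts, which secrete such matrix, differed too. Of 8 detected, 5 were higher, among them the receptor PDGFRB by at least 6.65-fold, FAP by 5.50-fold and the smooth muscle actin ACTA2 by 3.07-fold, and 2 were lower, the proteoglycans DCN by 8.32-fold and LUM by 3.06-fold. Their median was 1.36 (percentile 99.98) and 1.29 with the bounds, and relative to that of all genes it ranged from 0.794 to 1.901 over 10 alternative settings.

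Of 71 detected ribosomal protein genes, 4 were higher and none lower, among them RPL34 by 2.80-fold, RPL29 by 2.60-fold and RPS21 by 2.52-fold. The ribosomal median was 0.39 (percentile 100). Of 33 proteasome subunits, 1 was higher, the interferon-inducible PSMB9, by 2.84-fold in 1 of its 2 probes, with a median of 0.16 (percentile 96.3). None of 53 respiratory chain genes passed 2-fold, with a median of 0.16 (percentile 97.8). Of 41 splicing factors, 1 was higher, SNRPN by 5.89-fold, with a median of 0.11 (percentile 89.9). None of 9 housekeeping genes passed 2-fold, with a median of 0.23 (percentile 91.2), and GAPDH was 1.17-fold higher. Set against the median of all genes, these 5 medians lay above 0 under every alternative run.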

As to the aspects of molecular functions, they implied the receptor dimerization, as well as the glycosaminoglycan-binding, and the following signaling events would be dominant in drug-selected cells.

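Glycosaminoglycan-binding proteins were shifted toward the drug-selected cells, and receptor tyrosine kinases and the transcriptional targets of ERK went in both directions. Of 34 detected glycosaminoglycan-binding proteins, 15 were higher and 1, the proteoglycan DCN, was lower, with a median log2 difference of 0.44 (percentile 99.99) that ranged, relative to that of all genes, from 0.317 to 0.956 over 10 alternative settings. ANGPTL4, IL8 and NRP1 were among the higher members. Of 28 detected receptor tyrosine kinases, 6 were higher and 3 were lower, with a median of 0.19 (percentile 92.9). After PDGFRB and TEK, the next was AXL, which was higher by both of its probes, by 2.81-fold in the brighter one. MERTK, a relative of AXL, was 3.23-fold lower, the collagen receptor DDR2 2.46-fold lower by 1 of 2 probes, and the ephrin receptor EPHA4 2.34-fold lower. Of 19 detected ERK targets, 3 were higher and 4 were lower, with a median of 0.09 (percentile 78.2). The phosphatase DUSP5 was 4.65-fold, cyclin D1 (CCND1) 4.59-fold and EPHA2 2.04-fold higher. FOS was 2.74-fold lower and DUSP4, another phosphatase of ERK, was 2.12-fold lower by 1 of 2 probes. The arrays measure RNA and give no measure of receptor dimerization.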

By the way, in the results of microarray profiling, NGFR, CD13, CD90, EpCAM, and Ki67 were significantly increased in drug-selected cell, while those of CD133 was downregulated. These were consistent with the aforementioned qPCR analysis (Figure 3). 

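CD13 and CD90 were higher in drug-selected cells and CD133 was lower, while NGFR, EpCAM and Ki67 were near background or differed little. ANPEP, the gene of the aminopeptidase CD13, was 3.38-fold higher. THY1, the gene of CD90, was not well above background in parental cells and was at least 2.58-fold higher, and this bound lay under 2-fold, at 0.796 on the log2 scale, with a normexp offset of 50, and under 2-fold too with no normexp and in the authors' normalized values. PROM1, the gene of CD133, was 56.7-fold lower, from a log2 signal of 10.96 in parental cells to 5.14. NGFR, the nerve growth factor receptor also known as CD271, was not well above background on either array, with detection p-values of 0.10 in parental and 0.314 in drug-selected cells. For EPCAM, 2 probes were detected in drug-selected cells only, with detection p-values of 0.0065 and 0.012, and the bound of the brighter probe was at least 1.09-fold. MKI67, the gene of the proliferation marker Ki67, had a log2 signal of 5.53 in parental and 5.40 in drug-selected cells. Of 38 detected proliferation genes, 2 were higher and none was lower, with a median log2 difference of 0.03 (percentile 69.4). The higher ones were MCM2, a part of the replicative helicase, by 2.97-fold, and BIRC5, by 1 of 2 probes. Of the 17 stem markers that the study names, 13 were detected, 2 were higher and 2 were lower, CD133 and ALCAM, the latter by 3.01-fold. Their median was -0.13 (percentile 24.4).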

Several ABC family proteins, such as ABCA8, ABCC3, ABCA1, ABCG1, and ABCA9, were upregulated in drug- selected cells as seen in microarray data. 

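ABCA8, ABCC3, ABCA1 and ABCA9 were higher in drug-selected cells, and ABCG1 differed between its probes. ABCA8, a lipid transporter, was 18.5-fold higher, and its second probe was detected in drug-selected cells only. ABCC3, which exports organic anions and conjugated drugs, was 10.4-fold higher. ABCA1, the cholesterol exporter, was at least 6.79-fold and ABCA9 at least 3.32-fold higher, and neither was well above background in parental cells. The brightest probe of ABCG1, another sterol exporter, was detected on both arrays and was 1.08-fold higher, while 2 further probes were detected in drug-selected cells only, with log2 signals of 6.82 and 5.39, at least 3.81-fold and at least 1.41-fold higher. Over the family, 26 ABC genes were detected, of which 4 were higher and 4 were lower, with a median log2 difference of -0.18 (percentile 11.6) and a mean of 0.18. ABCB1, which encodes the multidrug transporter P-glycoprotein, was at least 4.70-fold lower and not well above background in drug-selected cells. ABCB4, a phospholipid transporter, was at least 2.50-fold lower and ABCC2 2.50-fold lower, and ABCB4 was within 2-fold with an offset of 50, with no normexp and in the authors' normalized values, and ABCC2 with no normalization between the arrays. The fourth lower gene was ABCC4, by 2.03-fold, which is named here only after its value was seen. ABCB5 and ABCG2, named as stem markers in Figure 3, were not well above background on either array.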

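The mesenchymal filament gene VIM had log2 signals of 13.92 in parental and 13.91 in drug-selected cells, and its second probe was 1.10-fold higher. CDH2, the gene of N-cadherin, was 1.56-fold higher in drug-selected cells, and with no normalization between the arrays its log2 difference of 1.04 passed 2-fold. CDH1, the gene of E-cadherin, was not well above background on either array, with detection p-values of 0.729 in parental and 0.701 in drug-selected cells, so no fold is given. Of 10 genes listed for epithelial-mesenchymal transition, 8 were detected, among them the transcription factors SNAI1, SNAI2, TWIST1, ZEB1 and ZEB2. None passed 2-fold, and the median log2 difference was 0.31 (percentile 91.6), or 0.13 with genes not well above background at their bound. Of 7 detected epithelial markers, 3 were higher, with a median of 0.53 (percentile 98.5) that was 0.13 with such bounds. In 3 of 9 alternative settings the percentile lay under 97.5, and the median, relative to that of all genes, ranged from 0.238 to 1.362 over the 9. The keratin KRT8 was at least 6.95-fold higher, and the bounds of the other 2, ELF3 and CLDN3, were at least 1.79-fold and 1.50-fold.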

As to epithelial-mesenchymal transition proteins, the expression levels of vimentin, E-cadherin, and N-cadherin were not significantly changed.

In order to specify the potential targets, we performed GSEA (gene set enrichment analysis) and leading edge analysis in the microarray results. It showed 187 upregulated and 1 downregulated gene sets out of 188 oncogenic signature gene sets (C6 collection in MSigDB v4.0) with significantly enrichment at nominal *p*-value < 1% upon drug-resistance. The leading edge analysis revealed *ANGPTL4* and *IL8* gene were mostly potential associated with oncogenic features upon selection of drug-resistance (Figure 5A). 

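Most genes printed in the leading-edge plot of Figure 5A were higher in drug-selected cells. All 21 were detected, 17 were higher, none was lower and 4 were within 2-fold, and since the study picked them on these arrays, this is not independent evidence of their direction. IGFBP3, which binds insulin-like growth factors, was 13.3-fold higher, and BST2, an interferon-inducible protein that tethers viruses, was 11.9-fold higher. The cytokine receptor IL7R was 5.33-fold, the chemokine CXCL1 4.76-fold, the interstitial collagenase MMP1 4.18-fold and the chemokine CCL20 3.94-fold higher. KCNN4, a potassium channel, was 3.45-fold, IFIT1 3.40-fold, ASPH 3.39-fold (2 of 3 probes past 2-fold) and the NF-kB regulator BCL3 3.29-fold higher. Not well above background in parental cells were NYNRIN, at least 6.27-fold higher, IFI44L, at least 3.07-fold higher by 1 of 2 probes, and the protease inhibitor SLPI, at least 2.19-fold higher. The lymphatic growth factor VEGFC at 1.94-fold, HBEGF at 1.81-fold and SCG5 at 1.80-fold higher stayed within 2-fold, and with no normalization between the arrays all 3 passed 2-fold, as VEGFC and SCG5 did with a normexp offset of 0 and VEGFC with scaling to the 75th percentile. IL1R1 was detected in drug-selected cells only, at a detection p-value of 0.047.

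**Figure D4:**
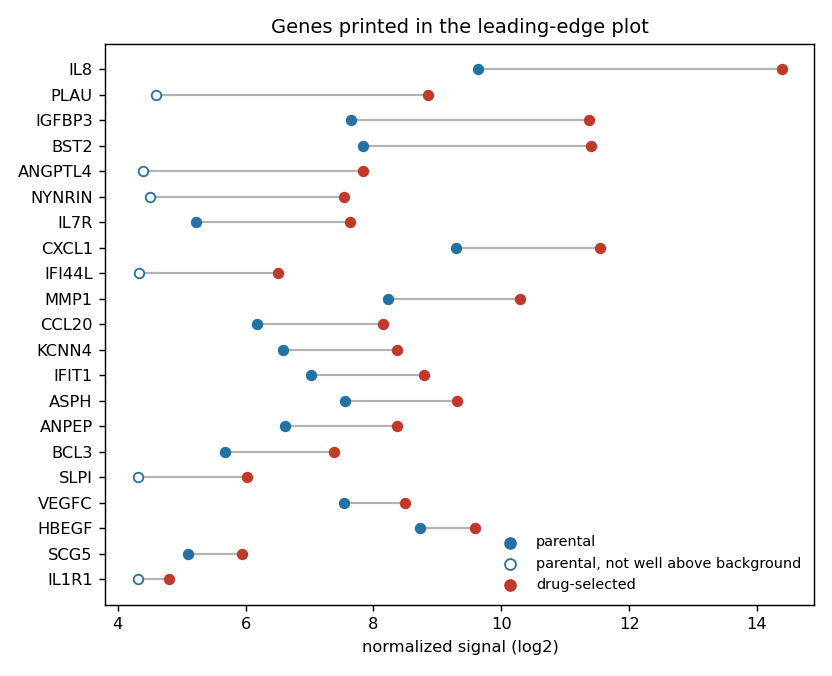
Normalized signal (x axis, log2) in parental cells (blue) and drug-selected cells (red) of the 21 genes printed in the leading-edge plot, 1 array each. Open circles mark parental signals not well above background. The drug-selected signal lies to the right for each gene.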

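IL8 was higher in drug-selected cells by both of its probes, and ANGPTL4 by 1 of its 3 probes. IL8 (CXCL8), a chemokine for neutrophils and an angiogenic factor, had a log2 signal of 9.64 in parental cells and 14.39 in drug-selected cells by its brighter probe, which is a 26.9-fold higher level. Its second probe, from 8.17 to 13.73, was 47.2-fold higher. The raw signal of the brighter probe in drug-selected cells, 24053, lies near the top of that array's range, 27201.7, where a fold can be compressed, and this was not tested. ANGPTL4, a secreted protein that inhibits lipoprotein lipase, has 3 probes on the array. The leading one was not well above background in parental cells (detection p-value 0.605) and reached a log2 signal of 7.84 in drug-selected cells, which is at least 7.71-fold higher. A second probe, detected on both arrays, was 1.28-fold higher, from 5.17 to 5.53, and the third was not well above background on either. The bound follows the background correction, and it was at least 15.6-fold with a normexp offset of 0 and at least 4.13-fold with an offset of 50. Restricted to probes detected on both arrays, ANGPTL4 is left with the probe at 1.28-fold.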

The microarray results also indicated ~50-folded and ~500-folded increased in *ANGPTL4* and *IL8* expression, respectively. The qPCR analysis further confirmed the increased expression in *ANGPTL4* and *IL8* gene expression in drug- selected cells.

**Figure 5:**
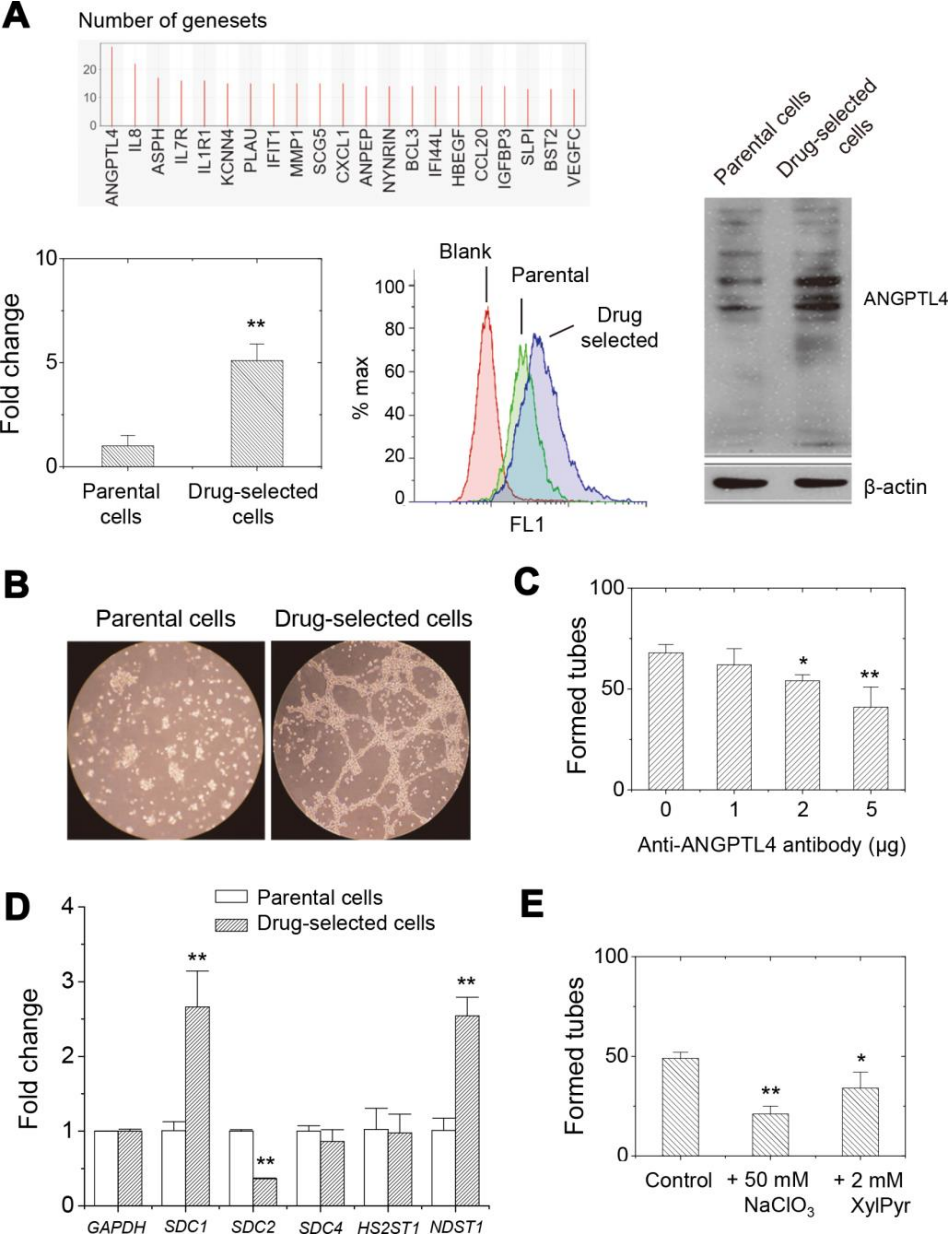
**Higher expression of ANGPTL4 in drug-selected cells contributed to angiogenic activity through glycosaminoglycan modification on proteoglycans.** (**A**) GSEA analysis showed that ANGPTL4 was the enriched in the gene sets related to oncogenic features. qPCR and western blot analysis demonstrated the higher expression level of *ANGPTL4* in drug-selected cells. (**B**) Tube formation assay showed significantly connected and aligned cells by drug-selected cells, but not seen by parental cells. (**C**) Pretreatment with anti-ANGPTL4 antibody reduced tube-forming activity of drug-selected cells. (n=4; data were mean ±SD; **, *p* < 0.01; *, *p* < 0.05.) (**D**) qPCR analysis at expression of several heparan-sulfate proteoglycans (*SDC1*, *SDC2*, and *SDC4*) and sulfate transferases (*HS2ST1* and *NDST1*) in parental and drug-selected cells. (**E**) Pretreatment with chemical inhibitors to reduce sulfate groups (by NaClO_3_, sodium chlorate) or carbohydrate chain biosynthesis (by XylPyr, xylopyroside) inhibited tube-forming activity of drug-selected cells. (n=4; data were mean ±SD; **, *p* < 0.01; *, *p* < 0.05.).

It was known the increased expression of IL-8 protein correlated with melanoma malignancy. IL-8 protein in melanoma cells was recognized as autocrine [26] and its expression level was correlated with metastatic potential [27, 28]. IL-8 would stimulate multiple cell signaling pathways, including PI3K-AKT/PKC/MEK-ERK pathways in melanoma cells [29]. However, the ERK phosphorylation in drug-selected cells was decreased. The ANGPTL4 proteins belong to a superfamily of angiogenic proteins involved in lipid metabolism, energy homoeostasis, inflammation, cell differentiation, angiogenesis, or tumorigenesis, [30]. Previous literature indicated the expression of ANGPTL4 led to reduced ERK phosphorylation which was mediated by *C*-terminal domain [31]. In our selected subpopulation with high ANGPTL4 expression, we did see reduced ERK phosphorylation comparing with that of parental melanoma cells (Figure 4A and 4B). These could explain why drug-selected cells had higher tumorigenic potential but lower ERK phosphorylation. The role of ANGPTL4 protein in drug-selected melanoma cells might be important.

### Upregulation of ANGPTL4 in drug-selected cells enabled their tube formation *in vitro* through sulfated proteoglycan

The expression level of *ANGPTL4* was validated in parental or drug-selected cells. As seen in Figure 5A, qPCR analysis showed 5-folded increase in mRNA level for drug-selected cells. Cell surface expression level was higher in drug-selected cells as examined by flow cytometry (Figure 5A). Western blot showed increase ANGPTL4 protein bands at 45 and 54 kDa (glycosylated form), which confirmed the increased expression of *ANGPTL4* gene. Another results from ELISA assay (data not shown here) also showed the higher secretion of ANGPTL4 protein which was consistent with the previous finding.

Since ANGPTL4 was known as angiogenic protein, we examined the *in vitro* angiogenic activity of parental and drug-selected cells by tube formation assay. As shown in Figure 5B, no *in vitro* tube was formed by parental cells. However, significant tubes were generated by drug- selected cells. In order to confirm that *in vitro* tube-forming was associated with ANGPTL4 protein secreted by drug-selected cells, we pretreated the cells with anti-ANGPTL4 antibody. As seen in Figure 5C, the angiogenic activity was indeed inhibited by anti-ANGPTL4 antibody which implied the *in vitro* tube formation was contributed by secreted ANGPTL4. In addition to higher expression of ANGPTL4 protein contributing higher angiogenic ability, we suspected some membrane receptor might also be responsible and was upregulated in drug-selected cells.

ANGPTL4 was previously recognized as potential glycosaminoglycan-binding proteins with preference toward heparan sulfate [32, 33]. We analyzed the expression level of syndecan-1 (SDC1), syndecan-2, and syndecan-4, as well as the biosynthetic enzymes associated with the levels of *N*-sulfate and 2-*O*-sulfate groups, in parental and drug-selected cells. *N*-sulfate was introduced by the enzymes of *N*-deacetylase/*N*-sulfotransferase (*NDST* gene products), which contains 4 different members. Addition of 2-*O*-sulfate group was achieved by solely heparan sulfate 2-*O*-sulfotransferase 1 (*HS2ST1* gene product). In melanoma A2058 cells, only the expression of *NDST1* gene was detected (data not shown). We analyzed the expression levels of these genes by qPCR. As seen in Figure 5D, *SDC1* expression was higher (~2.5-folded) but *SDC2* expression was less (~0.3-folded) in drug-selected cells. There was no significant difference in *SDC4* expression between parental and drug-selected cells. The *HS2ST1* gene expression was similar between parental and stem-like melanoma cells, but *NDST1* gene expression was elevated at stem-like melanoma cells comparing with parental melanoma cells.

Experiment using biosynthesis inhibitors further conformed the importance of heparan sulfate in angiogenic ability of drug-selected cells. Sodium chlorate was used to abolish sulfate groups on glycosaminoglycan chains; while xylopyranoside was used to inhibit biosynthesis of glycosaminoglycan chain. As seen in Figure 5E, both sodium chlorate or xylopyranoside suppressed the level of in vitro tube formation. These results suggested membrane proteoglycan SDC1 and *N*-deacetylase/*N*-sulfotransferase-1 (NDST1) might associate with melanoma stemness, and its heparan sulfate chain might be the acceptors for ANGPTL4.

### ANGPTL4 accounted for partial features of drug-selected subpopulation

Since high expression of ANGPTL4 was observed in drug-selected cells, we further investigated the roles of ANGPTL4 in cellular activities of drug-selected cell population. We suppressed the ANGPTL4 expression by transfection of specific shRNA against ANGPTL4 (shANGPTL4). Upon shANGPTL4 transfection, the mRNA expression and surface expression levels were all decreased as checked by qPCR and flow cytometry, respectively (Figure 6A). Since ANGPTL4 protein was known as angiogenetic factor and its higher expression correlated with tube forming ability (Figure 5B), we examined the effect of shANGPTL4 transfection on tube-forming ability of drug-selected cells. As shown in Figure 6B, suppression of ANGPTL4 expression did abolish tube formation, which reinforced the role of upregulated ANGPTL4 in promoting tumor malignancy.

**Figure 6:**
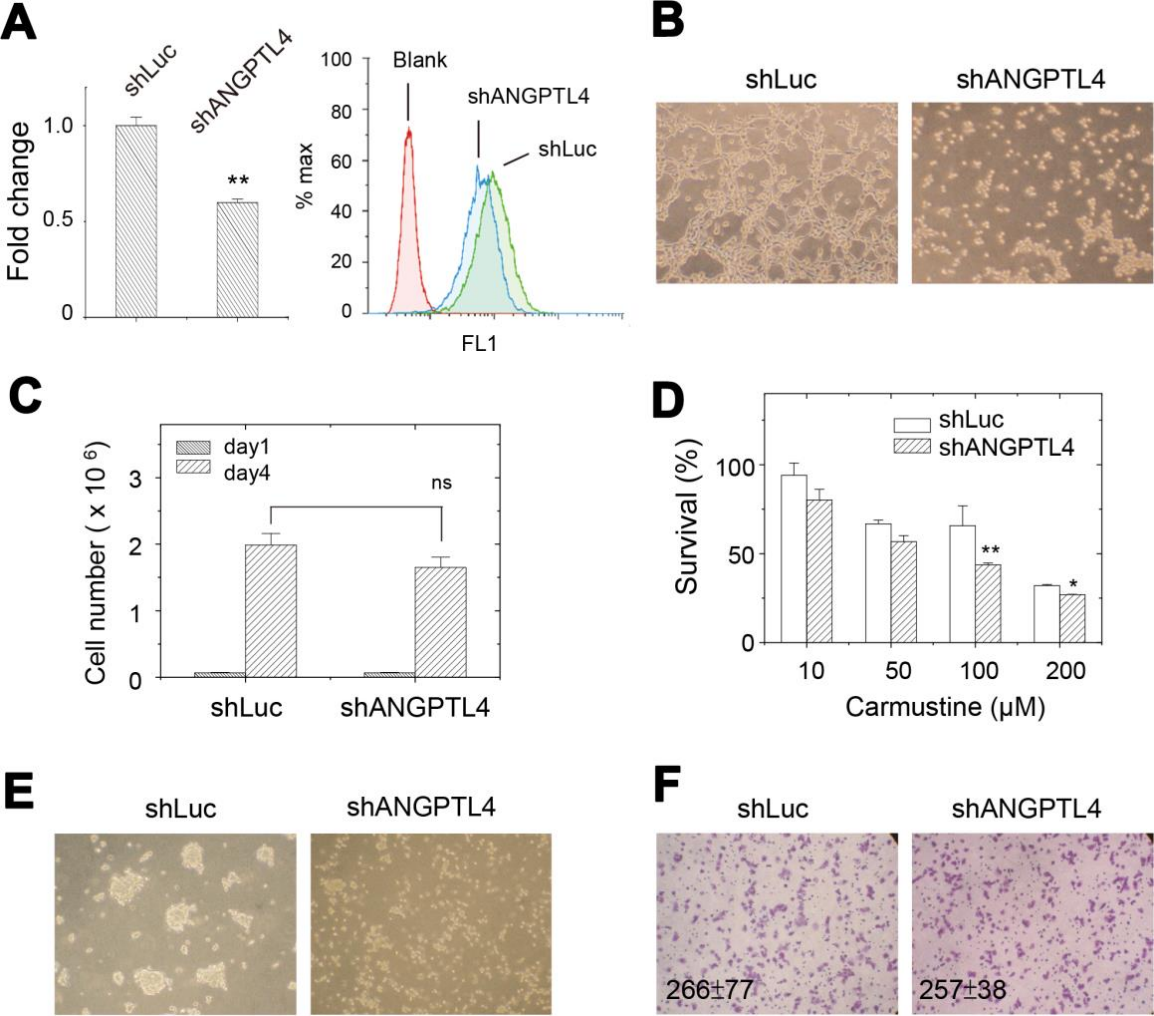
**Effects of suppression of ANGPTL4 expression on cellular activities in drug-selected cells.** (**A**) ANGPTL4 expression level was reduced by transfection of ANGPTL4-specific shRNA as examined by qPCR and flow cytometry. (n=3; data were mean ±SD; **, *p* < 0.01) (**B**) *in vitro* tube forming ability of drug-selected cells was abolished by the suppression of ANGPTL4 expression. (**C**) cell proliferation assay showed no difference in cell number between parental and drug-selected cells. (n=3; data were mean ±SD; *ns*: not significant with *p* = 0.08). (**D**) upon suppression of ANGPTL4 expression in drug-selected cells, the sensitivity toward carmustine was increased as indicated by less survival. (n=6; data were mean ±SD; **, *p* < 0.01; *, *p* < 0.05.). (**E**) sphere forming ability was abolished by suppression of ANGPTL4 expression. (**F**) transwell assay showed no difference in migrated cells between parental and drug-selected cells. (n=6; data were mean ±SD).

Upon the suppression of ANGPTL4 expression, cell proliferation was slightly reduced (see Figure 6C, *p*-value > 0.05). It suggested that ANGPTL4 protein didn’t associate with the feature of slow proliferation in drug-selected cells. In addition, the shANGPTL4-transfected cells were more sensitive to carmustine as seen by less percentage of cell survival (Figure 6D). The effects of shANGPTL4 transfection on different cell activities was also examined. Sphere forming ability was significantly reduced upon shANGPTL4 transfection (Figure 6E). As seen in Figure 6E, the transwell migration ability of drug-selected melanoma cells remained less invasive as seen in Figure 1C. These suggested that ANGPTL4 protein determined the cell activities of tube formation, sphere formation, and drug-sensitivity.

We also examined the expression of melanoma stem-cell markers after suppression of ANGPTL4 expression. As shown in Figure 7A, reduced ANGPTL4 expression led to higher expression of NGFR, CD13, c-myc, SOX2, and lower expression of CD90, CD24, and ALCAM.

**Figure 7:**
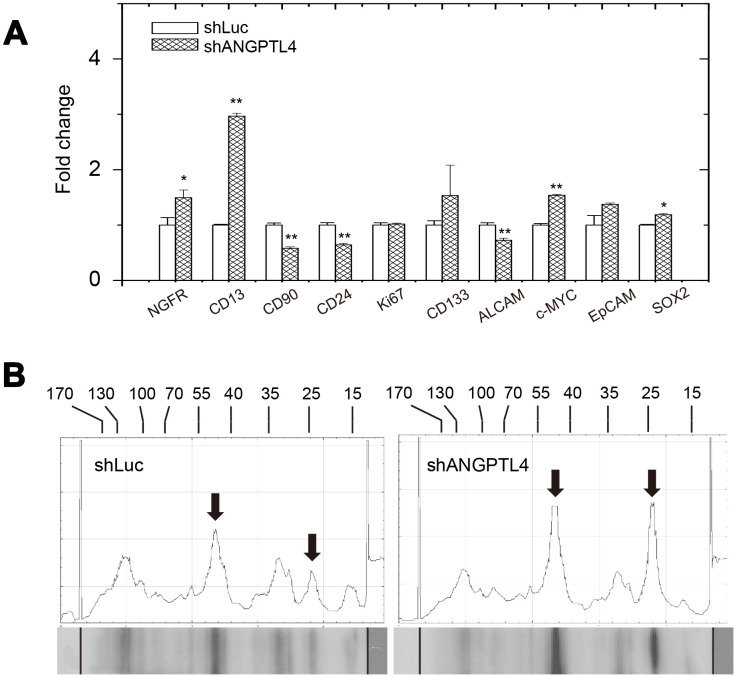
**Effects of suppression of ANGPTL4 expression on melanoma-stem marker expression and phosphor-protein expressions in drug-selected cells.** (**A**) Effect of the ANGPTL4 suppression on expression of melanoma-stem markers in drug-selected cells as analyzed by qPCR. (**B**) Effect of the ANGPTL4 suppression on expression of phosphor-tyrosine proteins in drug-selected cells as analyzed by western blot analysis. Significantly higher levels of phosphor-proteins in drug-selected cells were indicated by arrows. Line-histograms were generated by Image J.

Comparing the results of melanoma stem-cell marker expressions in Figure 3 and Figure 7A, we suggested that high expression of ANGPTL4 in melanoma cells might associate with the CD90^+^/CD24^+^ phenotype. The expression patterns of phosphor-tyrosine proteins upon suppression of ANGPTL4 expression was investigated. As seen in Figure 7B, levels of phosphor-proteins with the molecular sizes of 44 and 24 kDa were increased by the suppression of ANGPTL4 expression. This suggested that reduced level of phospho-ERK in drug-selected melanoma cells was mediated by higher expression of ANGPTL4, which is consistent with previous observation [31]. The level of phosphor-protein of 24 kDa was not significantly different in drug-selected melanoma cells comparing that in parental melanoma cells. In summary, we suggested the higher ANGPTL4 expression in drug-selected melanoma cell subpopulation account for melanoma-stemness features of *in vitro* tube formation ability, sphere formation, drug-resistance, and reduced ERK phosphorylation.

## DISCUSSION

The failure of tumor therapy was from drug resistance of tumor cells, which composed of different subpopulations with different sensitivities toward chemoagents. The source of tumor heterogeneity might be explained by two different models [34, 35]. Colonal evolution model suggests the presence of equipotent cancer cells with different phenotypes and different proliferation potentials. Stochastic stimulation caused mutation and evolved into different cell subpopulations with different drug sensitivities. Another well-known model, CSCs model, suggests the presence of clonogenic cells to generate different types of tumor cells through unusual differentiation potential that enabled tumor heterogeneity with different drug sensitivities. Resembling stem cells, CSCs are small population of cells with stem cell-like ability, which include: high self-renewal capacity, asymmetric division into heterogeneous lineages, extremely resistant to drug or stress, and sustained growth. Most studies aimed to discover CSC-specific markers for the purpose of clinical diagnosis or treat as therapeutic targets. Nevertheless, tumor evolution after drug-treatment might depend on each individual, but the outcome was the resistance toward tumor therapy, metastasis, and poor prognosis with relapse.

In our current study, we focused at the strategy to address the co-features of drug-resistance, tumor malignancy, and melanoma stemness. The drug-selected cells were more resistant to the treatment of carmustine or paclitaxel (Supplementary Figure 1). We also characterized potential new marker that might associate with tumor malignancy. We demonstrated the drug-selected subpopulations had high tumor-initiating potential as seen by elevated xenograft tumor growth (Figure 2D). They also had common features of *in vitro* sphere-forming ability (Figure 2A and 2B), higher percentage of side-population (Figure 2C), and higher expression of known melanoma-stem markers (Figure 3).

Signaling mechanisms may be dysregulated in cancer cells to allow uncontrolled self-renewal in either stem cells or progenitor cells [36]. The self-renewal of CSCs associated with asymmetric cell division is one of the hypotheses to explain tumor heterogeneity [36, 37]. It can be guided by the activation of several pathways, including Wnt, Notch, Hedgehog, and others [37]. A CSC may autonomously trigger the appropriate signaling cascade to maintain self-renewal with minimal niche support. In this paper, we demonstrated the significantly deactivated ERK and Akt pathways in drug-selected cells. This was consistent with the facts at slower cell proliferation (Figure 1D) and less cell invasiveness (Figure 1C), that implied the dominant feature of CSCs. However, higher tumor-initiating ability was seen in drug-selected cells by elevated xenograft tumor growth (Figure 2D). Slower cell proliferation but larger xenograft tumor formation by drug-selected cells was observed. We explained that slower cell proliferation would be driven by decreased levels of tyrosine phosphorylation (Figure 4), but the larger tumor formation would be the consequence of higher Ki67 level associated with increased IL-8 level.

According to our observation, AKT phosphorylation was less in drug-selected cells where the ANGPTL4 expression were higher. Previous paper suggested that c-terminal domain of ANGPTL4 blocked bFGF-induced ERK activation, but not Akt activation, in HUVEC cells [31]. We thought that ANGPTL4 protein might block the effect of tyrosine receptor kinase through competition with growth factors for binding with heparin sulfate proteoglycans. This issue needs more investigation in the future. However, it is likely that CSCs might need appropriate microenvironment to provide the stimuli for their self-renewal. The interaction of CSCs with their microenvironment or acceptance of extracellular stimulus will be of great importance to modulate their activities.

We identified ANGPTL4 protein was highly expressed in drug-selected subpopulation. ANGPTL4 is ubiquitously expressed at liver, adipose tissue, blood plasma, placenta, intestine and heart tissue [38]. ANGPTL4 was originally referred as fasting-induced adipose factor, which was an important regulator of lipoprotein lipase activity [38, 39]. ANGPTL4 involved in fatty acid-driven feedback mechanism that was regulated by fatty acids through fatty acid-activated peroxisome proliferator activated receptors [40]. LPL hydrolyzed triglycerides thus reduced the levels of circulating triglycerides. Therefore, ANGPTL4 inhibited LPL activity that promoted uptakes of plasma triglycerides at exercising muscle and brown adipocytes. Not only involved in lipid metabolism, ANGPTL4 also involved in energy homoeostasis, inflammation, wound healing, cell differentiation, angiogenesis, tumorigenesis, and pathogenesis of nephrotic symptom [30]. It was also induced by hypoxia through hypoxia-induced factor 1α [40]. *ANGPTL4* mRNA has been found to be upregulated in the perinecrotic areas of many human tumors, renal carcinomas, squamous cell carcinomas, and gastric cancers [41]. Its expression level increased as tumors progressed from benign to metastatic states [42]. Tumor-derived ANGPTL4 conferred anoikis resistance of tumor cells via autocrine adhesion mimicry [42]. It interacted with β1 and β5 integrins, thus hijacking integrin-mediated signaling to maintain an elevated oncogenic O_2_^−^ /H_2_O_2_ ratio. This stimulates the redox-mediated activation of the Src machinery and activates the downstream PI3K/Akt and ERK signaling cascade to promote cell survival and tumor growth [42]. ANGPTL4 knockdown enhanced cell apoptosis and sensitized tumor cells to drug treatment, confirming that ANGPTL4 played a key role in anoikis resistance.

The role of ANGPTL4 in angiogenesis and vascular leakiness remains controversial. Some studies proposed the anti-angiogenic role of ANGPTL4 that it could prevent metastasis through inhibition of angiogenesis, tumor cell motility and invasion [32, 43]. However, other reports proposed that ANGPTL4 protein was pro-angiogenic and pro-metastatic. ANGPTL4 protein significantly promoted *in vitro* sprouting of vascular endothelial cells [44]. *ANGPTL4* had been identified as one of the genes predicting breast cancer to lung metastasis with the greatest frequency [45]. It was further demonstrated that TGFβ-induced ANGPTL4 enhances the retention of cancer cells in the lungs, disrupted vascular endothelial cell–cell junctions, increased the permeability of the lung capillaries, and facilitated the trans-endothelial passage of tumor cells, thus promoted the critical steps of metastasis [46]. One literature suggested that *C*-terminal fibrinogen-like domain of ANGPTL4 disrupted the endothelial continuity by interacting with integrin α5β1, VE-cadherin, and claudin-5 thus facilitating metastasis [47]. Nevertheless, these evidences implied ANGPTL4 is potential target in tumor therapy. In this paper, we demonstrated the roles of ANGPTL4 protein would be pro-angiogenic (Figure 5B and 5C). This was consistent with the previous papers about the relationship between cancer stem-like cells and angiogenesis in different types of cancer, including melanoma [48–52]. Several literatures suggested the specific interaction of ANGPTL4 with surface component, heparin sulfate, but not with other glycosaminoglycans [33]. These potentially affected the ANGPTL4 activity in different aspects [32, 33, 53]. In our current study, we demonstrated the specific expression of heparan sulfate proteoglycan (SDC1) and sulfate transferase (NDST1) in drug-selected cells (Figure 5D), and suggested the importance of sulfate groups in angiogenic activity of ANGPTL4 protein (Figure 5E).

In this paper, we showed high expression of several melanoma-stem cell markers (Figure 3). After further investigation using ANGPTL4-specific shRNA to suppress the protein expression, we showed that ANGPTL4 might correlate with the high expression of CD90 and CD24 (Figure 7A). CD24 was shown to be important marker of poor prognosis or marker for tumorigenesis in malignant melanoma [54, 55]. Potentially, CD24 expression was mediated by STAT3-dependent /SOX2-mediated pathways that was correlated with adaptive resistance toward targeted therapy in melanoma [56, 57]. Our study showed CD24 was downregulated by suppression of ANGPTL4 expression in drug-selected cell subpopulation. This might be critical to develop ANGPTL4-targeted or proteoglycan-targeted strategies against adaptive resistance in melanoma therapy.

## MATERIALS AND METHODS

### Cell culture and selection of drug-selected cell populations in melanoma cells

Human melanoma A2058, A375, and Hs695t cells were maintained in culture dish (Corning Incorporated Life Sciences, Tewksbury, MA, USA) supplemented with DMEM medium containing 10 % (v/v) fetal bovine serum, 100 units/mL penicillin, and 100 μg/mL streptomycin at 37°C under 100% humidity.

To enrich carmustine-resistant melanoma cell subpopulation, melanoma A2058 cells were plated at density of 2x10^6^ cells for initial selection. The enrichment was done by repetitive cycles of chemoagent treatment, removal of chemoagent, and cell restoration/proliferation, which would be completed in one month. One enrichment cycle was completed till the optimal growth rate achieved with no cell detachment/death. Initially, melanoma cells were treated by 20 μM carmustine for 3 days and the concentrations of chemoagents used to select drug-resistant cells in each cycle were then gradually increased up to 100 uM. Totally 5 to 7 enrichment cycles were done to obtain drug-selected subpopulation of melanoma cells for the following characterizations. In order to compare in parallel, the parental A2058 cells were cultured and maintained along with enrichment procedure of 5-7 months.

ANGPTL4-specific shRNA (clone ID: TRCN0000056723) and control shRNA (shLuc, clone ID: TRCN0000072249) were purchased from the National RNAi Core Facility located at Institute of Molecular Biology/Genomic Research Center, Academia Sinica, Taiwan. Cells were transfected using TurboFect transfection reagent (Thermo Fisher Scientific Inc., Pittsburgh, Pennsylvania, USA) according to the manufacturer’s instruction. The transfected cells were selected and enriched under growth medium containing 5 μg/mL puromycin after shRNA transfection.

### Cell proliferation, transwell migration assay, and cell survival assay

For cell proliferation assay, melanoma cells were collected by trypsinization and were counted by hemocytometer. The 2 x 10^4^ cells were plated onto 35 mm culture dish. The cells were incubated and grew for different day intervals. The cells were then trypsinized and the cell numbers were counted by hemocytometry.

For transwell migration assay, 1x10^5^ cells (in DMEM medium with 2% (v/v) FBS) were applied onto the culture insert (8 um pore size; SPL life sciences, Co. Ltd., Pocheon-si, Gyeonggi-do, Korea). The bottom wells contained 600 uL culture medium with 10% (v/v) FBS, and were left un-agitated in the cell incubator until observation. The migrated cells were visualized by staining with 0.2% (w/v) crystal violet.

For cell survival assay, 1x10^4^ cells were plated into each well of 96-well plate and incubated overnight. Different concentrations of chemoagents were added and incubated for 1 days in culture incubators. The cell viability was determined by Alamar Blue assay (Thermo Fisher Scientific Inc., Pittsburgh, PA, USA) to evaluate the mitochondria activity.

**Sphere formation and spherocrit assay**

For sphere formation, 1 x 10^5^ melanoma cells were seeded in 10-cm sterile plastic dish (Alpha-plus, Inc., TaoYuan, Taiwan) supplemented with 10 mL culture medium. The cell sphere were formed and enlarged for 2 weeks with medium renewal every 2-3 days.

One novel “spherocrit” assay was used to quantify the contents of cell spheres [20]. Cell aggregates or cell spheres cultured for 2-weeks were collected and processed as followed. In general, the cell spheres (rigid-packed cells) or cell aggregates (loose-packed cells) were pipetted to disrupt loose-packed cell aggregates. The rigid-packed cells were precipitated by gravity for 3 min and cell suspension was removed. The cell aggregates or cell spheres were then filled with 1 mL PBS and pipetted again. The procedure of collection, pipetting, precipitation, and suspension-removal was repeated for 3-times. The loose-packed cell aggregates were disrupted, while cell spheres remained intact. The remained cell spheres or cell aggregates were finally collected into microcapillary tube (VWR international, Radnor, PA, USA) and the bottom was stopped by toothstick connected with silicon-tube. The vertical-precipitated spheres were photographed and the lengths of cell columns were recorded, and the level of sphere formation was quantified [20].

### Side population analysis by flow cytometry

Parental or drug-selected melanoma cells were dissociated with trypsin/EDTA, and pelleted by centrifugation. The cells were resuspended at 1x10^6^ cells/mL in culture medium. Hoechst33342 dye was added to a final concentration of 5 μg/mL and cells were incubated at 37°C for 90 mins. Propidium iodide was then added to final concentration of 5 μg/mL to label dead cells. The cells were filtered through 80 μm mesh (BD bioscience, Inc., San Jose, CA, USA) to obtain a single cell suspension before analysis. Analysis was performed on a MoFlo XDP (Beckman Coulter Taiwan Inc., Taipei City, Taiwan). The Hoechst33342 dye was excited at 355 nm and its fluorescence was dual-wavelength analyzed with emission for Hoechst blue at 445 nm, and Hoechst red at 650 nm. Side population fractions were selected by the cells with low Hoechst blue and low Hoechst red intensities as confirmed by verapamil pretreatment. The percentage was determined by Kaluza software (Beckman Coulter Taiwan Inc., Taipei City, Taiwan).

### Xenograft animal experiments

The animal experiments was supervised and regulated by Experimental Animal Care and Use Committee in FuJen Catholic University with approval number A10452. The melanoma cells (parental cells, or drug-selected subpopulations) were inoculated subcutaneously at left or right side of nude mice (Nu/Nu strain in 3 weeks old, male) according the experimental designs. Basically, 2 x 10^3^ melanoma cells were inoculated, and the mice were supplemented with minimal food in specific pathogen free environment for tumor growth in 3 months. The tumor mass was recorded twice a week. The animals were sacrificed, and the tumor tissues were dissected and preserved in 10% (v/v) buffered formalin.

### Microarray experiments for gene expression profiling

Total RNA was extracted using Trizol reagent (Thermo Fisher Scientific Inc., Pittsburgh, PA, USA) and characterized to ensure good quality (OD_260_/OD_280_ >1.8) for array analysis. The complementary RNAs were amplified and labeled by TotalPrep RNA amplification kit (Illumina Inc., San Diego, California, USA). 1.5 μg of biotinylated cRNA will be used in hybridization onto HumanHT-12 v4 expression beadchip (Illumina Inc., San Diego, California, USA) for 16 hrs at hybridization chamber (58°C) according to manufacturer's procedure. The beadchip was washed and the hybridized probes were detected by Cy3-streptavidin using Illumina BeadArray Reader (Illumina Inc., San Diego, California, USA). Raw data of average probe signals were collected and the background for each bead was subtracted. The normalization data were further filtrated to keep statistically significant genes (*p* value of average probe signals ≥0.05). The fold change was defined as: (expression level in suspended melanoma cells / expression level in adherent melanoma cells). The array data was deposited in NCBI Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) with the accession number of GSE135689.

The genes with the value greater than 2.0 or less than 0.5 were considered for gene ontology classification by DAVID (Database for Annotation, Visualization and Integrated Discovery), and functional gene enrichment analysis by GSEA (gene set enrichment analysis). The changed genes were further analyzed by web-accessible program, DAVID (The Database for Annotation, Visualization and Integrated Discovery), to classify the functional annotation clustering of gene ontology in biological process, cellular component, and molecular function [58, 59]. Preranked gene set enrichment analysis (GSEA) and leading edge analysis [60, 61] were done to enrich gene sets associated with oncogenic signatures (C6 collection in MSigDB v4.0) with parameter of 1000 permaturation.

### Quantitative real-time PCR and statistical analysis

Total RNA was extracted and cDNAs were synthesized by MMLV HP reverse transcriptase (Epicentre, Madison, WI, USA) using freshly prepared RNA (1 μg) as PCR template. The samples were incubated as following procedure: 70°C to denature DNA for 10 min, 42°C to perform reverse transcription for 1 hr, and 95°C to inactivate reverse transcriptase for 5 min.

Quantitative real-time PCR and melting curve analysis were performed using VeriQuest Fast SYBR green qPCR reagent (Affymetrix Inc., Santa Clara, California, USA) in a StepOne Plus Real-time PCR system (Thermo Fisher Scientific Inc., Pittsburgh, PA, USA) using gene-specific primers. The qPCR reactions were carried out with the following parameters: one cycle at 95°C for 5 min; 40 cycles at 95°C for 30 sec, 60°C for 30 sec, 72°C for 30 sec; and a final elongation step at 72°C for 5 min. The 2^-ΔΔCT^ methods were used to determine the relative gene expression level by taking GAPDH as control gene. The data were expressed as mean ± standard deviation. Statistical analysis was done by Origin7.0 software (OriginLab Corporation, Northampton, Massachusetts, USA) using paired/one-tailed two sample t-test. The *p*-value of < 0.05 or < 0.01 was statistically significant and was indicated accordingly.

The forward and reverse primers used in this study were: NGFR, cctacggctactaccaggatg and cacacggtgttctgcttgtc; CD13, gccgtgtgcacaatcatcgcact and caccagggagcccttgaggtg; CD90, cccagtgaagatgcaggttt and gacagcctgagagggtcttg; CD24, tccaaggcacccagcatcctgctaga and tagaagacgtttcttggcctgagtct; Ki67, attgatcgttccttcaggtatg and tcatcagggtcagaagagaag; CD133, tctctatgtggtacagccg and tgatccgggttcttacctg; ALCAM, agtctt cattatcaggatgc and gggatcagttttctttgtca; c-Myc, gtcttcccctaccctctcaac and tccacagaaacaacatcgatttc; EpCAM,ctccacgtgctggtgtgt and tgttttagttcaatgatgatccagta; SOX2, cgagataaacatggcaatc and gccctttttaaacaagaccac; ANGPTL4,ccacttgggaccaggatcac and cggaagtactggccgttgag; NDST1, gggcgtggaggtttctaggaa and ctcctcctccttctcctccatcag; HS2ST1, tgaccctgtcttcacctttgtt and atgggcaaatccaactacagcagaa; SDC1, gctctggggatgactctgac and gtattctcccccgaggtttc; SDC2, ccagccgaagaggatacaaa and gcgttctccaaggtcatagc; SDC4, gtctggctctggagatctgg and tgggggctttcttgtagatg; GAPDH, gagtcaacggatttggtcgt and gatctcgctcctggaagatg;

### Phosphor-kinase antibody array experiment and Western blot analysis

The cell lysates were collected as followed. The adherent cells (60-80 % confluence) were washed twice by PBS, disrupted by lysis buffer (10 mM Tris-HCl, 5 mM EDTA, pH8.0, 1 % TritonX100, and protease inhibitors), and collected by a cell scraper. The suspended cells were collected and centrifuged. The cell pellet was washed by PBS twice and disrupted by lysis buffer. The lysate was kept on ice for 30 min and then centrifuged at maximum speed using a desktop centrifuge at 4°C for 10 min. Protein concentrations were quantified by a protein assay kit (Bio-Rad Laboratories Inc., Hercules, CA, USA).

For antibody array experiment, the activation level of different receptor tyrosine kinases were visualized by PathScan® RTK Signaling Antibody Array Kit #7982 (Cell signaling Inc., Danvers, Massachusetts, USA.) with chemiluminescent detection. The experimental procedure was according to vendor’s instruction. The expression of phospho- proteins were quantified by Image-J [62].

For western blot, protein lysate in 50 μg was subjected to SDS-PAGE and the separated proteins were transferred onto a PVDF membrane followed by 5% (w/v) skim-milk blocking. The membrane was then incubated in primary antibodies (1:1000 in 5% skim-milk in TBST) for 2 hrs at room temperature, and HRP-conjugated secondary antibody (1:10000) for 2 hrs at room temperature followed by enhance chemiluminescent detection (Merck Ltd., Taiwan, Taipei City, Taiwan).

The primary antibodies used in western blot were as followed. The anti-phospho-tyrosine antibody was purchased from Cell signaling Inc., USA. The primary antibody against ANGPTL4 and beta-actin were purchased from GeneTex Inc., Taiwan.

### *In vitro* tube formation assay

The 24-well plate was coated with 200 uL prechilled growth factor-depleted matrigel and left in cell incubator for gel solidification. For cell pretreatment with antibody, trypsinized cells were incubated with desired amount of ANGPTL4 antibody for 30 min before plating. For cell pretreatment with chemical inhibitors, drug-selected melanoma cells were pretreated with 50 mM sodium chlorate [63, 64] or 2 mM xylopyranoide [65] for 24 hrs before trypsinization. Melanoma cells (in 1x10^5^ cells) were then evenly seeded onto Matrigel surface. It was left undisturbed in cell incubator for 8 hours and recorded the images. The basis of number counting for in vitro tubes was to determine the number of lines of aligned cells connected between two nodes. Wider tube would compose of several lines of aligned cells, and the numbers of tubes will be counted accordingly.

### Flow cytometry analysis

Protein expression analyzed by flow cytometry was performed accordingly [66]. The 1 x 10^5^ cells were incubated with 1 μg anti-ANGPTL4 primary antibody overnight at 4°C, and 0.5 μg FITC-labeled secondary antibody at room temperature for 1 hr. The labeled cells were then analyzed by Gallios flow cytometer (Beckman Coulter Life Sciences, Indianapolis, Indiana, USA).

## Supplementary Material

Supplementary Figure 1

# Supplementary material for: Drug-selected population in melanoma A2058 cells as melanoma stem-like cells retained angiogenic features – the potential roles of heparan-sulfate binding ANGPTL4 protein
**Source:** Aging (Albany NY). 2020 Nov 10;12(22):22700–18. doi: 10.18632/aging.103890
**Supplement:** Supplementary Figure 1

SUPPLEMENTARY FIGURE

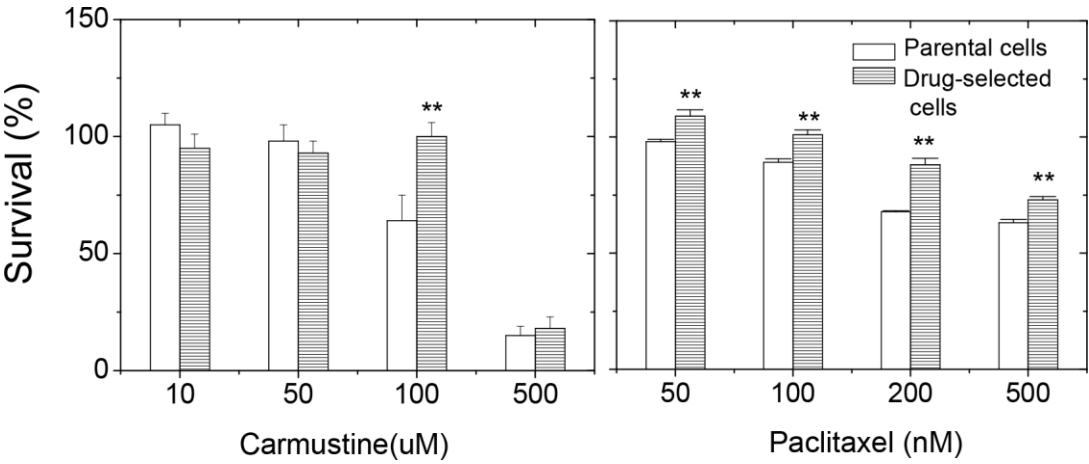

Supplementary Figure 1. Drug-selected cells were more resistant to the treatment of carmustine or paclitaxel.

How the deposited data were processed for this re-analysis (not part of the article)

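The expression of RNA was measured in parental A2058 melanoma cells and in drug-selected A2058 cells, with 1 bead array of 47323 probes each and no replicates. The conditions were taken from the sample labels and the paper's results. The paper's methods define the fold as suspended over adherent cells, which matches neither label, and drug-selected over parental was used here. The authors deposited 2 tables. The first holds the average signal of each probe, an intensity on a linear scale that is neither background-subtracted nor normalized, with the detection p-value of each probe that the authors' scanner software computed against negative control beads. Its lowest intensity was 25.7 on the parental and 30.5 on the drug-selected array. The second holds the authors' normalized intensity, also on a linear scale. Its medians were 58.10 for parental and 58.12 for drug-selected cells, its sorted columns differ by a median of 0.025%, as after quantile normalization, and its values rank the probes of each array as the first table does (Spearman correlation 1 on both). The name of that normalization is not given in the sources used here.

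Intensities were corrected for background with limma 3.58.1 in R 4.3.3, by the normexp method with the background inferred from the detection p-values and an offset of 16, quantile normalized and set on the log2 scale. Probes with a detection p under 0.05 on at least 1 array were kept, 18360 detected on both arrays, 1734 on the parental array only and 3213 on the drug-selected array only. Higher and lower mean a fold above 2 or under 0.5. These are differences between 2 arrays, with no test and no p-value. As a measure of spread, 2892 genes had at least 2 probes detected on both arrays, and the SD of the log2 difference between probes of a gene, divided by the square root of 2, was 0.297. The log2 signals correlated at r = 0.942 across probes detected on both arrays, which are not independent replicates.

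Gene names came from the platform's annotation, which gives 1 symbol for 30113 probes and several for 8, which were not named. The remaining probes are unnamed here. Of the named probes, 30074 were matched by gene identifier to the annotation of GRCh38.p14, and no symbol had to be updated. A gene was represented by its kept probe with the highest mean log2 signal. For a gene detected on 1 array, the fold is a lower bound, and the dim side is the higher of the probe's own signal and the lowest signal among detected probes, 4.89 on the parental and 4.79 on the drug-selected array (log2). The rule for named genes, fixed before the data were examined, takes each gene the paper names from the array or its qPCR panels, the genes printed in Figure 5A, the 10 largest differences in each direction on both arrays, the 5 largest bounds in each direction on 1 array, and the 3 largest differences beyond 2-fold in each direction of each gene list. It gave 161 detected genes. The 33 gene lists, fixed at the same time, are described by their counts, by their median, by the median with bounds, and by the percentile of the median among 10000 random lists matched on mean log2 signal in 10 bins. If the lists were independent random draws of genes, 1.65 of 33 would lie outside the range from 2.5 to 97.5, and 15 did. The lists share members, and some hold genes that the paper picked on these arrays, so these numbers are not a test.

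The alternatives were another normexp offset (50 or 0), no normexp, no normalization between arrays, scaling to the 75th percentile or to the median, the authors' normalized intensity, another detection filter, thresholds of 1.5-fold and 3-fold, and the median over the probes of a gene. The scripts were tested on simulated data. In a simulated pair of arrays, 200 changed probes were drawn from the brighter detected ones, as many raised as lowered, and the noise was assumed. Quantile normalization gave a fold past 2 in 97.1% of 34 probes raised by 1.5 on the log2 scale. It did so in 93.9% of 33 probes lowered by as much, and in 0.41% of 32298 unchanged probes. Dim probes were not among the changed ones, and the data had 2543 probes past 2-fold. These percentages therefore do not give the accuracy of the calls in the data. Of 1000 simulated unchanged lists of 30 genes, 5.1% lay outside the range from 2.5 to 97.5. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the counts, lists and figures. The ontology clustering and the gene set enrichment analysis of the paper were not repeated, since their gene sets were not used here.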

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

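The results in this part concern gene groups and single genes that the paper does not report from the arrays, though it does report some members of the groups, ANGPTL4 among them, and they are differences from the parental array, with 1 array on each side. Both tests of the melanocyte pattern were chosen after the values were seen.

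Genes of melanocyte differentiation were lower as a group. Of 17 detected, 11 were lower and none was higher, with a median log2 difference of -1.45 (percentile 0.00, also 0.00 in all 10 alternatives). TYR had the largest difference of any gene detected on both arrays, at -8.24. PMEL, the melanosome matrix protein, was 13.2-fold lower, SLC24A5 8.24-fold and the lineage transcription factor MITF 6.45-fold lower, the last by 1 of 2 probes. If a cell line without melanocyte genes had replaced the culture, these genes would be at background on the drug-selected array, but of 16 detected in parental cells 14 were detected there too, PMEL at a log2 signal of 10.90. If such cells had diluted the parental cells, each melanocyte gene would be lower by one factor, but SOX10, GPNMB, ERBB3, RAB38 and KIT, 5 of the 16, were within 2-fold. TYR counts among the 14 though it was close to background (detection p-value 0.0208). Both tests cover only cells that lack every listed gene, and cannot exclude cells that express some of these genes. An effect of the selection stays open. So does a mix-up or mixture with another line, melanoma or not, that expresses some of them, which a DNA profile of both cultures would decide. Neither was tested.

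Genes of the undifferentiated melanoma state, which are known to be high where melanocyte genes are low, had a median of 1.15, and 7 of 11 were higher and none was lower. NT5E, the ecto-nucleotidase CD73, was 3.64-fold higher, and PDGFRB, WNT5A and AXL of this list are given at the claims.

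MGMT, which removes alkyl groups from guanine in DNA and is known for resistance to carmustine, was not well above background in parental cells and at least 10.7-fold higher in drug-selected cells (log2 bound 3.42), by its only detected probe.

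The largest difference upward on both arrays was that of CT45A3, 6.34 on the log2 scale. The interferon-stimulated genes had a median of 1.21. The median of hypoxia targets was 0.39, with 5 of 16 higher, ANGPTL4, NDRG1 by 9.49-fold and ALDOC by 4.00-fold in the lead, and 1 lower, ADM by 4.24-fold. The median of PPAR targets was 0.54, with 3 of 10 higher, namely ANGPTL4, FABP4 by at least 6.59-fold and PDK4 by 5.72-fold. Ribosomal proteins had a median of 0.39 and respiratory chain genes of 0.16. Markers of fibroblasts had a median of 1.36 and those of epithelial cells of 0.53.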

How the results depend on the processing

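Of the 138 named genes past 2-fold, none turned its direction under any alternative run on it, and of 1392 alternative values of named genes 484 moved by more than 0.297, the SD between probes of a gene, a limit chosen after seeing the data. No normalization between arrays moved 142 of 159 values, no normexp 87, an offset of 50 moved 88 and an offset of 0 moved 82. With genes not well above background at their bound, 135 named genes were past 2-fold, and 29 of these fell within 2-fold under at least 1 alternative: 22 with an offset of 50, 22 with no normexp, 21 in the authors' normalized values, 12 with no normalization between arrays, 2 with scaling to the 75th percentile, 2 with detection on both arrays, which left out 31 more, and 1 with an offset of 0. The 22 were the same genes with an offset of 50 and with no normexp: THY1, IFI44L, SLPI, ABCB4, MMP14, BCL2A1, BMF, BCL2, BIRC5, ITGB8, IL24, BMP6, BMP8B, HOXB2, HOXD11, GPC2, DUSP4, EPHA2, GADD45A, RPL29, PSMB9 and PECAM1. The 12 were ABCC2, BMF, BCL2, ITGB8, IL24, NOTCH2, GPC2, DDR2, EPHA4, DUSP4, NQO1 and GSTA4. Signal over background limits the genes detected on 1 array to a bound, which moves with the offset. The 3 settings with plain subtraction or with signals as in the file were chosen after seeing the data. Of the 15 lists outside the range from 2.5 to 97.5, HOX genes stayed outside in 3 of 10 alternatives, PPAR targets and respiratory chain genes in 9 of 10, endothelial markers in 7 of 9 and epithelial markers in 6 of 9. The cause of the following movements was not tested beyond what each setting changes by construction.

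Probes higher and lower numbered 863 and 713 with an offset of 50, 2698 and 2640 with an offset of 0, and 2842 and 528 with no normalization between arrays. They numbered 3176 and 3469 at 1.5-fold, 647 and 345 at 3-fold, and 0 and 0 among probes undetected on both arrays. There were 919 higher and 724 lower probes with no normexp, and 966 higher and 784 lower in the authors' normalized values. With detection on both arrays 876 were higher and 1010 lower, so that more were lower than higher, as with scaling to the median (1258 and 1308). Higher and lower probes numbered 2078 and 297 with signals as in the file, and 3199 and 2946 with plain background subtraction and quantile normalization, and higher probes 5659 with plain background subtraction without normalization. The log2 value of ANGPTL4 was 2.04 with an offset of 50, 3.96 with an offset of 0, 2.07 with no normexp, 3.25 with no normalization between arrays, 2.12 in the authors' normalized values, 2.42 with signals as in the file, 1.10 and 0.58 with plain background subtraction without normalization and with quantile normalization, and 0.35 with detection on both arrays. IL8 was at 5.13 with no normalization between arrays, 5.07 with signals as in the file and 5.16 with plain background subtraction without normalization.

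List medians, relative to that of all genes, moved as follows. With an offset of 50, inflammatory genes were at 1.56, fibroblast markers at 0.79, endothelial markers at 0.51 and epithelial markers at 0.24. With an offset of 0, inflammatory genes were at 2.27, interferon-stimulated genes at 1.69, glycosaminoglycan-binding proteins at 0.78, and fibroblast, endothelial, epithelial and leukocyte markers at 1.90, 1.63, 1.36 and 1.05. Fibroblast and endothelial markers were at 0.82 and 0.54 with no normexp and at 0.82 and 0.55 in the authors' normalized values. With a detection p under 0.01, glycosaminoglycan-binding proteins were at 0.96 and epithelial markers at 1.17. With detection on both arrays, the stem markers were at -0.46, and endothelial and epithelial markers had too few members for a median.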

Differences from the paper's values

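The paper's values are set here beside counts at its stated thresholds, a fold above 2.0 or under 0.5. Its methods word the filter as a detection p of 0.05 or more, and the counts here use a p under 0.05 on at least 1 array.

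The paper reports 2445 upregulated targets, and 1362 probes were higher here. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with no normalization between arrays (2842), a normexp offset of 0 (2698) and a 1.5-fold threshold (3176). It did not with an offset of 50, no normexp, scaling to the 75th percentile or the median, the authors' normalized values, detection on both arrays, a detection p under 0.01, no detection filter, probes undetected on both arrays, or a 3-fold threshold. Of the settings chosen after seeing the values, the signals as in the file gave 2078 and plain background subtraction with quantile normalization gave 3199, both within 1.5 times, and of the 13 genes whose direction the paper states each left 4 not past 2-fold.

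The paper reports 503 downregulated targets, and 1181 probes were lower here. Within 1.5 times the paper's were no normalization between arrays (528), an offset of 50 (713), no normexp (724) and a 3-fold threshold (345). The other alternatives set before the data were examined were not, and neither were the 3 settings chosen after seeing the values. No normalization between arrays was the only setting run under which both counts fell within 1.5 times the paper's. The total of 2543 differed from the paper's 2948 by less than that factor.

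The paper reports an increase of IL8 of about 500-fold, and it was 26.9-fold higher here. It was between 24.7-fold and 35.1-fold in every alternative set before the data were examined, and up to 35.9-fold in the settings chosen after seeing the values, so none came within 1.5 times the paper's. The second IL8 probe was 47.2-fold higher. For ANGPTL4 the paper reports about 50-fold, and the bound here was at least 7.71-fold, which by itself leaves the paper's value open. The bound follows the background correction. In the authors' normalized values the same probe was 5.72-fold higher by its measured signals. The increase that the paper reports by qPCR is also smaller than its array figure. With detection on both arrays, and with both plain background subtractions, another probe represented the gene, and the values were 1.28-fold, 2.15-fold and 1.50-fold.

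Of the 13 genes whose direction on the array the paper states, 9 were past 2-fold in that direction by the brightest probe and 10 by any probe. These counts use the measured signals, without bounds. THY1 therefore counts as past 2-fold with no normexp and in the authors' normalized values, where its bound did not pass. By the brightest probe the number was 5 with detection on both arrays, 8 with an offset of 50, which left THY1 within 2-fold, and 10 with an offset of 0 and with plain background subtraction without normalization, and it was 9 in the other settings run. The paper gives NGFR as increased, and it was not well above background on either array and was called under no setting run. The paper gives EpCAM as increased, and its bound was at least 1.09-fold. With an offset of 0 and with plain background subtraction, an EPCAM probe passed 2-fold by its measured signals. The paper gives Ki67 as increased, also by western blot. On the array MKI67 was 1.09-fold lower by its only detected probe, 0.22 higher on the log2 scale with no normalization between arrays, and past 2-fold under no setting. That probe was dim, at log2 signals of 5.53 in parental and 5.40 in drug-selected cells, which limits what its fold shows. The paper gives ABCG1 as upregulated, and its brightest probe was 1.08-fold higher, while 2 other probes passed 2-fold by their measured signals, 1 of which did so by its bound (at least 3.81-fold) and the other not (at least 1.41-fold).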

Other observations

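Cancer-testis genes, which are silent in most adult tissues, were higher in many cases. Of 40 detected members of the MAGE, CT45, CTAG, GAGE, PAGE, XAGE, SSX, BAGE and PRAME families, a list chosen after the values were seen, 22 were higher and 2 were lower, with a median log2 difference of 1.01. MAGEA1 was 26.4-fold and PAGE2 4.22-fold higher, while PRAME was 1.11-fold and MAGEB2 2.73-fold lower. Several of the 22 lay just past 2-fold, among them GAGE12B at 1.003 and GAGE2A at 1.018 on the log2 scale. The bound of PAGE1, another of the 22, was at least 1.33-fold. No alternative setting is given for this list as a whole. The specificity of probes among near-identical members was not tested. Beside MGMT, the genes for repair of alkylated DNA and crosslinks moved little. Of 20 detected, 2 were higher and none was lower, with a median of -0.05 (percentile 41.5) and a mean of 0.17, and the other higher gene was ERCC1, by 2.11-fold in 1 of 4 probes. Of 17 p53 targets, 1 was higher, GADD45A by 2.03-fold in 1 of 2 probes, and 2 were lower, SESN2 by 5.33-fold and TP53INP1 by 2.79-fold, with a median of -0.003 (percentile 55.3). Of 27 glutathione genes, NRF2 targets and aldehyde dehydrogenases, AKR1C3 was 11.2-fold and AKR1C2 3.35-fold higher, and GSTM2 3.24-fold (1 of 2 probes), NQO1 2.42-fold and GSTA4 2.39-fold lower, with a median of -0.06 (percentile 38.7) and a mean of 0.005.

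Several genes that the paper measured by qPCR, western blot or antibody array were also on the arrays. Of the syndecans, the array gave SDC1 1.12-fold higher, SDC2 1.22-fold higher and SDC4 1.25-fold lower. With no normalization between arrays SDC4 lay at 0.11 on the log2 scale. By qPCR the paper reports SDC1 as higher, SDC2 as lower and SDC4 without significant difference. The heparan sulfate enzyme HS2ST1 was 1.58-fold lower and NDST1 had a log2 signal of 6.81 on both arrays, while NDST3 and NDST4 were not well above background. The paper's qPCR gave similar HS2ST1 and elevated NDST1. The qPCR differences in SDC1, SDC2 and NDST1 were thus not seen on this pair of arrays. Of 30 detected heparan sulfate proteoglycans and biosynthesis genes, 5 were higher and 3 were lower, with a median of 0.07 (percentile 70.4). The sulfotransferase HS3ST3A1 was 16.9-fold higher, and the sulfatases SULF1 and SULF2, which remove sulfate groups from heparan sulfate outside the cell, were at least 6.12-fold and at least 5.80-fold higher. XYLT1, which starts the chain, was at least 14.5-fold, EXTL1 2.79-fold and GPC2 2.08-fold lower. FGFR3 was 1.21-fold higher by its brighter probe and 1.36-fold lower by the other. Of the other stem markers, NES was 1.62-fold, BMI1 1.45-fold, CD44 1.69-fold and MYC 1.39-fold lower, and SOX2 and CD24 were each 1.02-fold higher. The CD24 probe was dim, at log2 signals of 5.52 in parental and 5.54 in drug-selected cells, which limits what its fold shows. Another CD24 probe was not well above background on either array. MS4A1 was close to background and CXCR6 was not well above it on either array. At the protein level, by western blot, the paper reports CD24, Sox2 and Ki67 as increased and c-myc as decreased.

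With no normalization between the arrays, more probes were higher than lower. The test, set before the data were examined, asked whether genes of every cell share this lift, as a brighter array would give. Without normalization the medians were 0.79 for ribosomal proteins, 0.58 for proteasome subunits, 0.59 for the respiratory chain and 0.52 for splicing factors, all above the bound of 0.2. The median of all detected probes lay 0.35 higher without normalization, so broad lists were likely to pass this bound in any case. A brighter drug-selected array would give this result, but the test cannot tell it from a real excess of higher genes. No biological explanation was tested.

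The log2 differences of neighbouring genes were correlated, more so than in shuffled orders. The test was set before the data were examined, with gene order taken from GRCh38.p14. Across 12793 detected genes, the correlation of a gene's log2 difference with that of its next neighbour was 0.172, and 0.142 without pairs that share their first 3 letters, against a highest value of 0.029 in 1000 shuffled orders. This is across genes, which are not independent replicates. Windows of 15 genes, added after gene values were seen, gave 2 lower runs that hold windows beyond 95% of the shuffled orders. The limits on a window median, reached in 5% of the shuffled orders, were 0.869 upward and -0.840 downward. Medians over whole runs, which are longer than a window, lay inside these limits. From TFAP2A to GMPR, 26 detected neighbours had a median of -0.83 and 3.85% of them differed upward, and from ARL16 to FASN, 23 neighbours had a median of -0.76 and 8.7% differed upward. The 2 higher runs, WDR45 to SNORA11D and INTS6L to MAGEA9B, hold the GAGE and CT45 families. Gain or loss of chromosome segments during selection may account for part of this, as a hypothesis, and regulation shared by neighbours, which was not tested, would give such a correlation too.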
